# The Protein Kinase KIS Impacts Gene Expression during Development and Fear Conditioning in Adult Mice

**DOI:** 10.1371/journal.pone.0043946

**Published:** 2012-08-24

**Authors:** Valérie Manceau, Elisabeth Kremmer, Elizabeth G. Nabel, Alexandre Maucuer

## Abstract

The brain-enriched protein kinase KIS (product of the gene UHMK1) has been shown to phosphorylate the human splicing factor SF1 *in vitro*. This phosphorylation in turn favors the formation of a U2AF^65^-SF1-RNA complex which occurs at the 3′ end of introns at an early stage of spliceosome assembly. Here, we analyzed the effects of KIS knockout on mouse SF1 phosphorylation, physiology, adult behavior, and gene expression in the neonate brain. We found SF1 isoforms are differently expressed in KIS-ko mouse brains and fibroblasts. Re-expression of KIS in fibroblasts restores a wild type distribution of SF1 isoforms, confirming the link between KIS and SF1. Microarray analysis of transcripts in the neonate brain revealed a subtle down-regulation of brain specific genes including cys-loop ligand-gated ion channels and metabolic enzymes. Q-PCR analyses confirmed these defects and point to an increase of pre-mRNA over mRNA ratios, likely due to changes in splicing efficiency. While performing similarly in prepulse inhibition and most other behavioral tests, KIS-ko mice differ in spontaneous activity and contextual fear conditioning. This difference suggests that disregulation of gene expression due to KIS inactivation affects specific brain functions.

## Introduction

Gene expression is subject to a host of regulatory mechanisms, expanding the way in which cells can regulate their protein composition and setting the bases for the complexity of morphology and connectivity of neuronal cells. In addition to control at the level of gene transcription, the steps of pre-mRNA splicing, trafficking and translation in the gene expression process also are exquisitely regulated [1]. It is well established that phosphorylation regulates transcription factors, but little is known about its role in the regulation of splicing factors [2].

The splicing factor SF1 is phosphorylated *in vivo* on two serines within a highly conserved SPSP motif and substrates for the protein kinase KIS *in vitro* [3]. At an early step of spliceosome assembly SF1 interacts with the branch point sequence and the 65 kDa subunit of U2AF (U2AF^65^), which binds the nearby polypyrimidine tract [4]–[10]. We previously observed that the dual phosphorylation of SF1 on its SPSP motif enhances SF1 interaction with U2AF^65^ [3]. In addition, using an intronic acceptor RNA substrate, we showed that phosphorylation of SF1 favors the formation of a ternary RNA-U2AF^65^-SF1 complex. This suggested a function of SF1 phosphorylation by KIS in the recognition of the 3′ splice site. Additional functions have been proposed for KIS, including the phosphorylation of p27kip1, stathmin and PAM [11]–[14].

In mammals, KIS mRNA is expressed ubiquitously with a particular enrichment in the nervous system [13], [15]. A function of KIS in smooth muscle cell migration has been documented using a model of atherosclerosis in KIS-deficient (KIS-ko) mice [14]. During postnatal development of the mouse brain, the KIS mRNA level increases gradually, reaching its highest level in the mature brain [15]. Experiments using primary cultures of cortical mouse neurons indicated a function for KIS in neuritic elongation and mRNA translation in dendrites [16]. However, no study has directly tested the role of KIS in brain development and functions. Here, we assess the effect KIS has on neural development using KIS-deficient (KIS-ko) mice. We show that KIS is necessary for normal phosphorylation of SF1 *in vivo* and regulates the expression of sets of genes in the neonate brain. While surprisingly KIS deletion does not induce significant alteration in neuritic elongation of neurons in culture, we demonstrate that KIS is important for normal spontaneous activity and fear conditioning of adult animals, suggesting a more subtle function for KIS in brain programming during development.

## Results

### Coexpression of KIS and SF1 in mouse tissues and during brain development

To assess the physiological significance of the interaction of KIS with SF1, we first analyzed the tissue distribution of these two proteins (figure 1A and 1B). In the neonate mice, both KIS and SF1 showed the highest expression in the brain as compared to the other tested tissues, in agreement with previous expression analyses [12]–[14], [17], [18].

**Figure 1:**
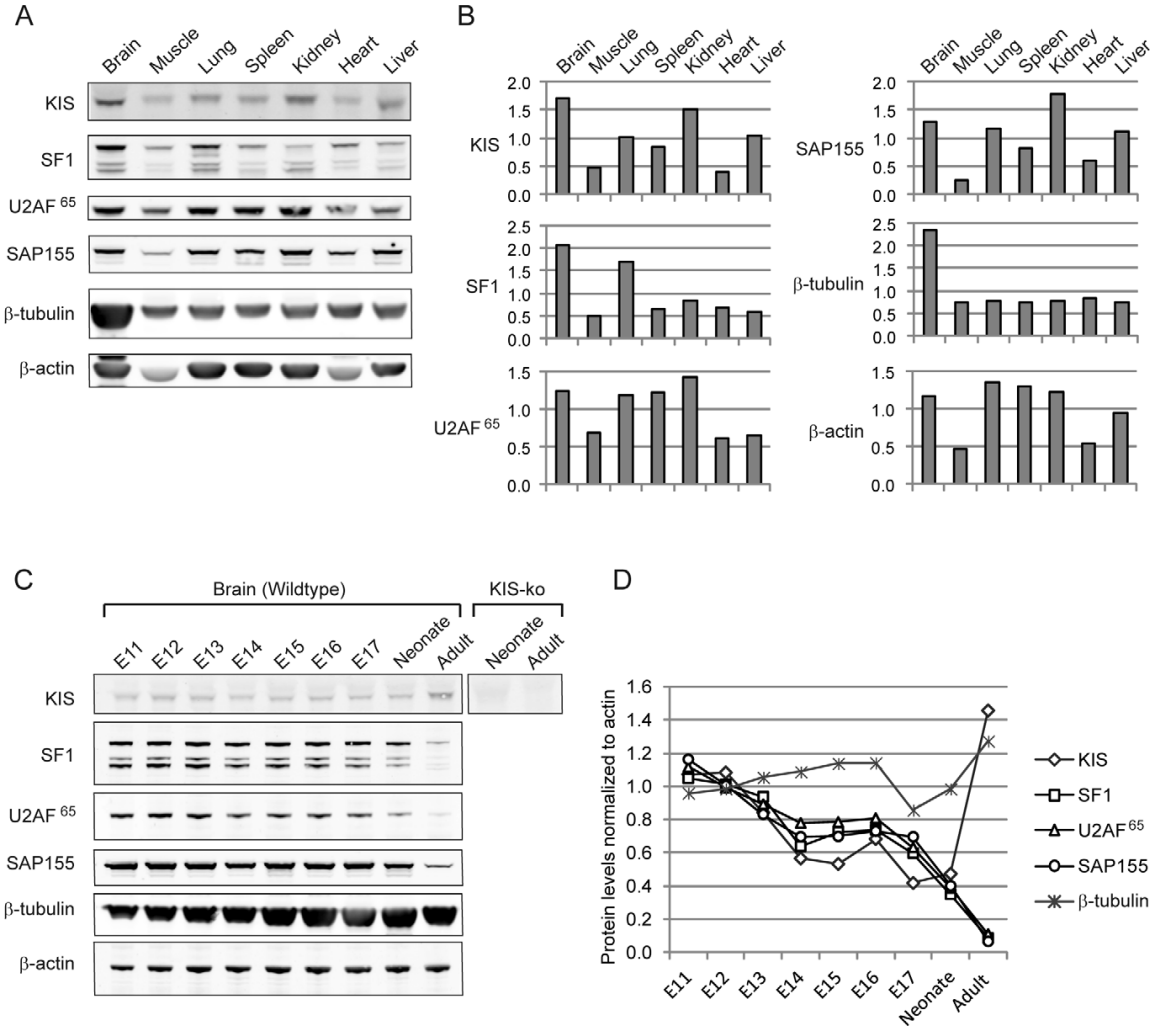
Expression of KIS, SF1 and related splicing factors in different mouse tissues and during brain development. A. Expression in different neonate tissues. 10 µg of total proteins were loaded on 10% acrylamide SDS PAGE and analyzed by Western blot using different antibodies. B. Western blots quantification. Expression of KIS and SF1 were ubiquitous but higher in brain. As expected β-tubulin levels were higher in brain and β-actin was lower in skeletal muscle and heart [41]. C. Expression in brain during development. The profile of expression of proteins during brain development was assessed by western blot. Brains extracts from neonate and adult brains of KIS-ko animals were used to control the specificity of the anti KIS antibodies (right panel). D. Western blot quantification. The signal for the different proteins was normalized to β-actin and to the mean of E11 to E13 signals. Similar profiles were observed for splicing factors SF1 and U2AF^65^ which are known to functionally interact [7] and for the U2snRNP component SAP155 that interacts with U2AF^65^ and KIS [25], [42].

We next analyzed the expression of KIS and of the splicing factors SF1, U2AF^65^ and SAP155 during brain development (figure 1C and 1D). The specificity of the 47 kDa band detected with the monoclonal anti-KIS antibody was confirmed using tissues from KIS-ko animals. All four proteins presented a similar pattern of expression during embryonic development. However KIS level was increased in the adult brain in contrast to the splicing factors whose levels are about tenfold less in adult compared to embryonic day 12. These expression profiles support the notion that KIS and SF1 might interact in various tissues, particularly in the developing brain.

### KIS knock-out affects migration of SF1 in polyacrylamide gel electrophoresis

We next looked for consequences of KIS knock-out on SF1 expression in the brain of neonate mice as both KIS and SF1 were expressed at significant levels at this stage. On immunoblots SF1 appears as multiple bands due to alternative splicing of its pre-mRNA [3], [18] (figure 2A, lanes 1 and 3). We have previously shown that SF1 is extensively phosphorylated in brain and HEK293 cell extract since its dephosphorylation in these extracts leads to the appearance of additional faster migrating SF1 isoforms in polyacrylamide gel electrophoresis [3]. Comparing brain and fibroblast extracts in wild type and KIS-ko mice we similarly observed an additional faster migrating band for each of the major SF1 bands when KIS was absent (figure 2A). Therefore KIS deletion apparently had the same effect as partial dephosphorylation on SF1 migration. We further analyzed these isoforms using two-dimensional gel electrophoresis (figure 2B). More basic species for each of the SF1 spliced isoforms were detected in KIS-ko extracts, in agreement with the hypothesis that SF1 is partially unphosphorylated when KIS is absent. Quantification of the different signals on 1D and 2D blots indicated that the total level of SF1 protein was unchanged but that about 30% of SF1 had a modified migration. We then expressed KIS together with myc-tagged SF1 in MEF cells derived from wildtype or KIS-ko animals. KIS re-expression restored a wild type pattern with a unique SF1-myc band (figure 2C). Therefore KIS deletion changed the pattern of migration of SF1 isoforms, most probably because of defects in SF1 phosphorylation. In contrast the nuclear distribution of SF1 was apparently not affected by the deletion of KIS (figure 2D).

**Figure 2:**
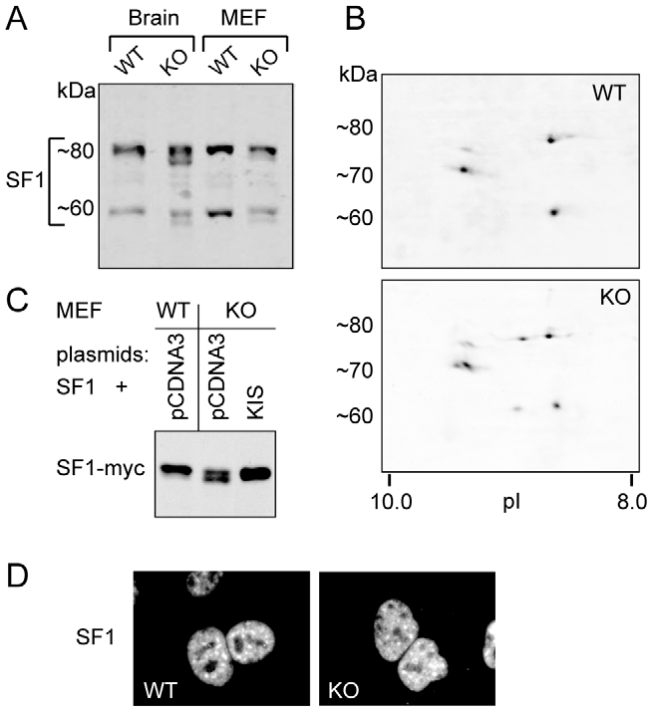
SF1 expression in KIS-ko mice. A. Total protein extracts from neonate brain and from embryonic fibroblasts from wildtype and KIS-ko mice were analyzed by Western blot. B. Protein extracts from brain of neonate mice were analyzed by 2D electrophoresis and western blot. C. SF1 with a C-terminal myc tag was expressed in MEF cells derived from wild type or KIS-ko mice. Cells were cotransfected for KIS expression or with control vector (pCDNA3). D. MEF cells were processed for immunofluorescence with anti-SF1 antibody and observed with a x40 objective.

### KIS knock-out affects gene expression in neonate brain

The expression of KIS and SF1 being highest in the brain, we addressed the potential functional consequences of KIS deletion in the developing brain. First, KIS-ko mice were backcrossed for 10 generations to get a homogenous C57BL6/N genetic background. It was reported that KIS knockdown using shRNAs has a dramatic effect on neuritic elongation of embryonic cortical neurons in culture [16]. Surprisingly, comparison of similar primary cultures derived from +/+, +/− and −/− E14 embryos did not reveal a significant difference in neuritic arborization of cortical neurons (figure 3A). KIS-ko newborns were indistinguishable from their wild type siblings and inheritance ratios of the mutated allele indicated no effect of KIS deletion on embryonic viability (figure 3B). No differences in total weight or brain weights of KIS-ko newborns could be detected (figure 3C). Altogether KIS deletion had no apparent effect on embryonic viability, brain weight, or neuritic elongation of cortical neurons when cultured *in vitro*.

**Figure 3:**
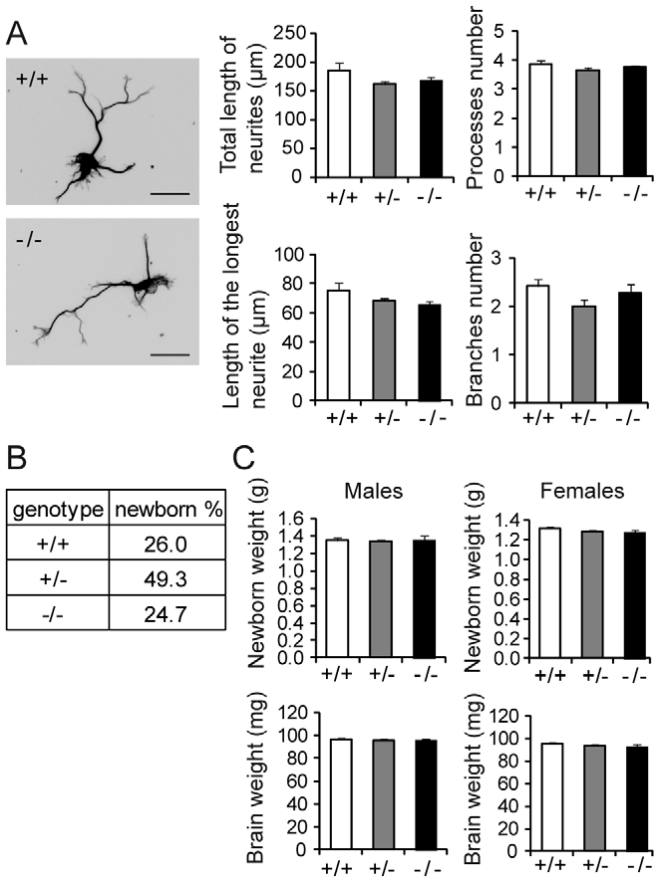
Analyses of neuritic extension of embryonic cortical neurons, embryonic viability and newborn weight. A. Neuritic extension of cortical neurons from E14 embryos was analyzed after four days in culture by immunolabelling with anti-actetylated tubulin antibodies (bar: 20 µm). For each culture a minimum of 150 neurons were analyzed. Mean values for the total length of the neurites, the length of the longest neurite, the number of processes and the number of branches are presented. Error bars are standard errors of the mean. B. The genotype of 146 newborns from heterozygous matings was determined and genotype frequencies determined. C. The weight of neonate and of their brain was determined for 82 females and 64 males. The mean values for each genotype are presented.

Given the putative function of KIS in gene expression regulations, we next compared the transcriptome of KIS-ko neonate brains with that of +/+ littermates using a microarray approach. 

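Total RNA from the brains of 12 newborn females, 6 wildtype and 6 KIS-ko, was hybridized to Affymetrix Mouse Exon 1.0 ST arrays, with 1 array per brain and 1 pair of littermates from each of 6 litters. On these arrays short probes that lie in the same exon, or in the same part of it, are summarized as a probeset. The authors processed the raw data with the Affymetrix Expression Console, with a quantile normalization at the exon level and the PLIER algorithm, and the deposited table gives the resulting linear intensity (PLIER signal) of each probeset on each array. It holds 229581 probesets, of which 221417 of the main type carry a gene symbol, for 17550 symbols. As in the methods, probesets with a relative standard deviation above 0.4 in either genotype were rejected here, which removed 7.20% of them and left 205469 probesets of 17279 genes, with a median of 10 probesets per gene. Of these probesets, 44.6% had a mean signal above 713, the 95th percentile of the 5222 intron control probesets, and 87.7% were above the median control of 114. For the tests with limma, a gene value was the mean over its probesets of log2(signal + 16), with the litter as a block and Benjamini-Hochberg adjustment over all genes, so that changes of dim genes are understated. The number of arrays limits the precision. The medians of the deposited arrays still differed. Within litters the KIS-ko median was the lower one in 5 of 6 pairs, with a mean log2 difference of -0.058 ± 0.093 (SD, n = 6 pairs; exact sign-flip permutation test, two-sided, p = 0.188). The gene tests and the paper's measure were also computed after the arrays were centred on their medians or quantile-normalized again.
The targeted gene served to check the genotype labels. Uhmk1, which encodes KIS, is listed on chromosome 1 from 172130014 to 172145483 (positions are those of the deposited table, which does not name its genome build). Its gene value was 10.97 ± 0.057 (SD, n = 6) in wildtype and 8.85 ± 0.15 (SD, n = 6) in KIS-ko brains. The log2 difference was -2.11 (standard error 0.068, adjusted p = 2.9e-07 from limma), and it lay between -2.35 and -1.91 in the 6 litters (exact sign-flip permutation test, p = 0.03125, the smallest that 6 pairs allow). The setting that moved it most, without the relative standard deviation filter, gave -2.46. Of its 8 probesets, 7 differed by -2.78 to -1.92 on the log2 scale, and the one at 172145387 to 172145483, which the table marks as open to cross-hybridization, differed by only -0.11 (standard error 0.071, adjusted p = 0.775 from limma). The Y-linked genes Ddx3y, Eif2s3y and Kdm5d had median probeset signals of 41.5, 45.0 and 121 over the 12 arrays (Xist and Uty were not matched).

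**Figure D1:**
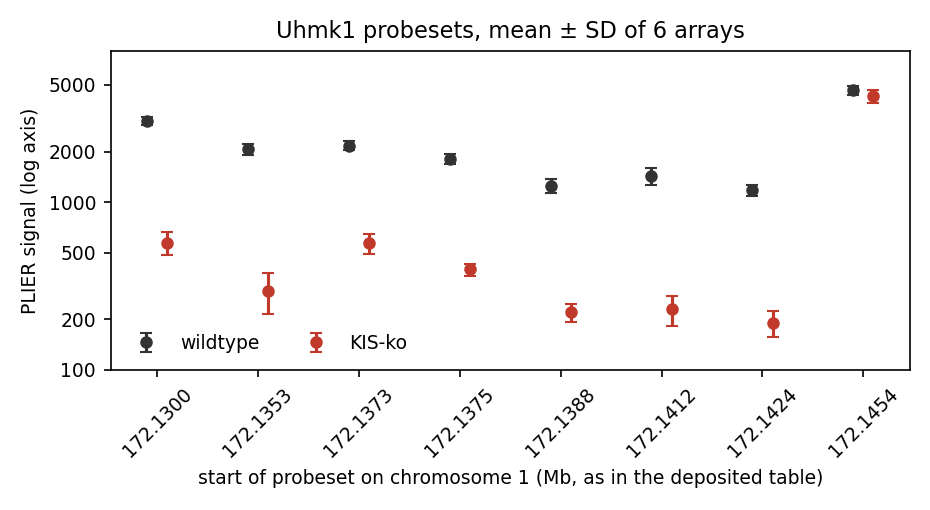
PLIER signal (log axis) of the 8 probesets of Uhmk1 by their start on chromosome 1 in Mb. Points are means and bars SDs of 6 wildtype (black) and 6 KIS-ko (red) arrays; 7 probesets are lower in KIS-ko, and the last one, with means of 4643 and 4304, is not separated.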

Six pairs of brains from +/+ and −/− neonate littermates were used for probing mouse exon 1.0 ST arrays from Affymetrix. These arrays provide an accurate measure of transcript levels, since four probes are present for each known or predicted exon in the transcriptome. In addition, prominent splicing changes can be detected by searching for differences in the splicing indexes. Although such splicing changes were not detected in the KIS-ko neonate brains, we repeatedly noticed genes with a reduced expression of all exons. 

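Splicing indexes were compared by setting each probeset against the other probesets of its gene with diffSplice of limma, in the 15572 genes with at least 3 probesets. The Simes test called 290 genes at an adjusted p of 0.05 (1943 at the same unadjusted p), and the F test called 61. The Simes count moved most when litter 4 was left out, to 2384 genes (4717 unadjusted). With any other litter left out it lay between 110 and 278 (1193 to 2054 unadjusted). The F test called 1773 genes without litter 4 and between 24 and 75 with any other litter left out. Simulated arrays with no change, drawn with the SDs of the real probesets, gave 438 calls by the same Simes test, and arrays drawn with equal SDs gave 0. A test with a separate variance for each probeset, chosen after this was seen, made 0 calls on both kinds of unchanged simulated arrays and called 2 genes on the real ones. They are named here after their values were seen, and each was called through 1 probeset. One is Uhmk1, through the probeset that did not fall, which lay 2.00 above the mean of its gene on the log2 scale (standard error 0.087, adjusted p = 6.1e-04 from limma). The other is Ddr2, which lies near Uhmk1 on chromosome 1. Its probeset at 172019006 to 172019070 had a difference of -2.78 from its gene mean (standard error 0.080, adjusted p = 3.9e-05 from limma). Both probesets are marked as open to cross-hybridization, and on probesets that match 1 place only this test called 0 genes; over the other settings it called from 2 to 15.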

We therefore applied a measure of gene expression based on the detection level of all the probesets for each gene (see Material and Methods). 

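Gene fold changes were recomputed as the methods describe. For each probeset the KIS-ko over wildtype ratio was averaged over the 6 pairs, and a gene's fold change was the mean over its probesets weighted by the inverse of their relative standard deviations. A fold change was obtained for 17279 genes. Of these, 4558 (26.4%) changed by at least 6%, and 1528 of them were lower in KIS-ko brains. With the ratio of the group means in place of the mean of the ratios, 4404 genes passed and 2602 of them were lower. After the arrays were centred on their medians 472 of 5658 were lower, and after a new quantile normalization 567 of 5084, settings that were chosen for this measure after the data were seen. Among the settings tried, leaving out litter 4 moved the share most, to 44.2%; with the other litters left out it was between 19.3% and 31.4%. In arrays simulated without any change, 14.6% of the genes passed the same 6% limit, and the median fold change was 1.01. The noise of this simulation was drawn separately for each probeset, apart from a litter part that cancels in the ratios. It therefore understates the share without a change. The real arrays with labels turned within litters gave shares from 15.3% to 45.0%. Of the 32 labellings, 10 reached the real share, the real one included.
On the log2 scale the median difference of all genes was -0.036, and 69.8% of the genes were lower. The limma test called 1 gene at an adjusted p of 0.05, Uhmk1, and 1065 genes at the same unadjusted p, of which 750 were lower. After centring on the array medians the unadjusted count was 1099 with 296 lower, and after a new quantile normalization 1220 with 430 lower. Without litter 4 the unadjusted count was 4017 with 3359 lower, and without litter 6 it was 579 with 339 lower. With any other litter left out it lay between 649 and 1178. In simulated arrays with the spread of the real genes, 0% of 200 genes changed by 0.25 and 86.0% of 200 genes changed by 0.5 on the log2 scale were called.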

Among 16,500 genes for which expression could be quantified, 20% had a change in expression level of at least 6%. 

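The confidence value of a gene was taken as the product of the relative standard deviations of the probesets whose fold change differed from the gene's by at most the gene's own difference from 1 divided by 2, over the product of those of its other probesets. It is given here as its natural logarithm, and the lowest values rank first. The 200 genes of lowest confidence value had a median of 18 probesets, against 10 over all genes. Among the genes that changed by at least 6%, Dmxl1 ranked first with 56 probesets, a log confidence value of -51.0 and a fold change of 0.919 ± 0.095 (SD, n = 6 pairs). Ttc28 followed with -45.4 and a fold change of 1.09 ± 0.052 (SD, n = 6), and Herc3 with -39.4 and 0.913 ± 0.083 (SD, n = 6). The next were Atp11b, Atg16l1, Boc, Cirh1a, Rasgrf1, Nup153 and Trpm7, with log confidence values from -32.5 to -28.9 and fold changes up to 0.931, all below 1. None of these 10 genes passed the adjusted threshold of limma, where the adjusted p of each was 0.685.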

For each gene a confidence value for expression difference was scored. The 30 genes with the highest differences among the 80 genes with the highest confidence are listed in figure 4A. 28 of them presented a downregulation in KIS-ko brains and surprisingly three of these genes corresponded to subunits of cys-loop ligand-gated ion channels (Gabrg1, Gabra1 and Glrb). 

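The recomputed ranking took the 80 genes of lowest confidence value among those that changed by at least 6%, and from them the 30 with the largest change. Of the 30 genes listed in figure 4A, 12 were among these 30, 15 among these 80, and 16 among the 200 genes of lowest confidence value whatever their change. Their recomputed fold changes ran upward from 0.854 (Ints6), with a median of 0.895 and values above 1 for Ttc28 and Flt1, and 29 of the 30 changed by at least 6%, Rec8 being the exception with 0.941 ± 0.046 (SD, n = 6 pairs). Of the 30 genes, 25 had an unadjusted limma p under 0.05, 0 passed after adjustment over all genes (lowest adjusted p = 0.528, Pms1), and 25 passed when adjusted over the list alone. The last count is not independent evidence, since the study chose the list on these arrays. As a set the 30 genes were lower than other genes by camera of limma (p = 1.6e-15), by fry (p = 0.019) and not by camera with the correlation between genes estimated from the arrays (p = 0.078). These set tests are not independent evidence either, for the same reason.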

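Of the 30 genes of the recomputed ranking, 26 were lower in KIS-ko brains. The count was between 25 and 29 under the settings that kept the arrays as deposited and all litters, 16 without litter 6 and 30 without litter 4. It fell to 2 after the arrays were centred on their medians and to 7 after a new quantile normalization. This fall does not separate the level of the arrays from the measure itself. A mean of ratios leans upward, with a median fold change of 1.01 in arrays simulated without any change. Centred arrays with labels turned within litters also gave mostly low counts. They ran from 0, for example with litter 4 turned, to 20 with litters 2, 3 and 6 turned. The 28 lower genes of figure 4A themselves had a negative log2 difference under every setting of the limma tests, and by the paper's measure 27 of them were below 1 without the relative standard deviation filter and 28 under every other setting. Their mean log2 difference was -0.19 ± 0.13 (SD, n = 6 pairs), lower in 5 of 6 litters (exact sign-flip permutation test, two-sided, p = 0.0625). Relative to the median gene of each array pair it was -0.15 ± 0.084 (SD, n = 6), lower in 6 of 6 litters (exact sign-flip permutation test, p = 0.03125). The choice of these genes on the same arrays favours this direction in both tests. The mean log2 difference, not taken relative to the median gene, followed that of the array medians over the 6 litters (Pearson r = 0.924, exact permutation p = 0.011; Spearman rho = 0.886, exact permutation p = 0.033, the same after adjustment for the 2 relations tested). Without litters 4 and 6, the farthest from the median of the array differences, r was 0.406, so that the relation rests on these litters. Litter 4 stood apart, with a mean difference of 0.055 and 9 of the 30 genes below a fold change of 1.
Gabrg1 and Glrb were among the 80 genes of the recomputed ranking, each with 14 probesets, all lower. The fold change of Gabrg1 was 0.896 ± 0.131 (SD, n = 6 pairs) and its log2 difference -0.20 (standard error 0.079, adjusted p = 0.685 from limma, lower in 5 of 6 litters). For Glrb they were 0.928 ± 0.087 (SD, n = 6) and -0.13 (standard error 0.064, adjusted p = 0.685 from limma, lower in 5 of 6). Without the relative standard deviation filter the fold change of Glrb was 2.02.

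**Figure D2:**
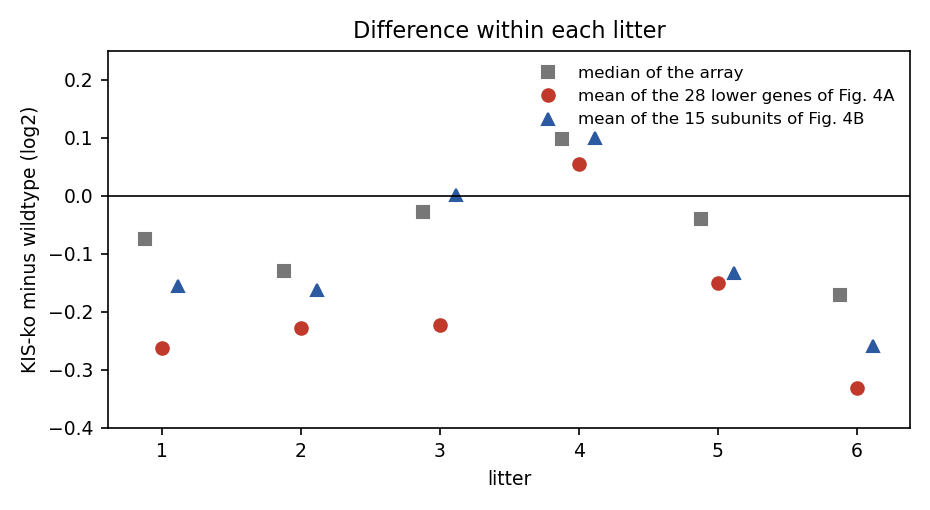
KIS-ko minus wildtype log2 difference (vertical axis) within each of the 6 litters (horizontal axis), for the median of the array (squares), the mean of the 28 lower genes of figure 4A (circles) and the mean of the 15 subunits of figure 4B (triangles). Litter 4 is above 0 in all 3 measures, with 0.098, 0.055 and 0.10, and litter 6 is the lowest with -0.17, -0.33 and -0.26; the values are not centred.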

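No ontology table was used here, and families were formed from gene symbols, with 10 families set against the genes quantified. Among the 200 genes of lowest confidence value, whatever their change, there were 12 of 330 solute carriers. A random draw from all genes quantified would give 3.82 (Fisher's exact test, one-sided, adjusted p = 0.0048 over the families). There were 4 of 40 cys-loop receptor subunits where 0.463 were expected (Fisher's exact test, adjusted p = 0.0057). There were 4 of 80 transport ATPases named Atp, Atp11b, Atp1b1, Atp6ap2 and Atp6v0a2, where 0.926 were expected (Fisher's exact test, adjusted p = 0.046). The TRP channels, with 2 genes, and the potassium and voltage-gated calcium channels, with 2 and 1, did not pass the adjusted threshold (adjusted p from 0.090 to 0.366). None of the 16 ionotropic glutamate receptor subunits, the 16 voltage-gated sodium channel genes, the 266 zinc finger genes named Zfp or the 800 olfactory receptor genes was in the list. The draw was not matched for probesets per gene, with a median of 18 in the list and 10 over all genes. Neither an excess nor an absence can therefore be read from these counts alone. With labels turned within litters, 6 of 32 labellings, the real one included, had as many solute carriers. As many cys-loop subunits were reached in 3, and as many families in 3. Of the 200 genes, 185 were lower in KIS-ko brains, and 13 after the arrays were centred on their medians, a setting under which 0 families passed. After a new quantile normalization, 74 of the 200 genes were lower and 1 family passed. Leaving out litter 4 or litter 6 also left 0 families, and leaving out litter 2 left 1.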

Using the list of the 200 genes with the most significant difference in expression and the Panther software package for gene ontology analysis [19] we confirmed the significant enrichment of genes related to ion transport and metabolic processes (figure 5). Further analysis of the microarray dataset revealed that other GABA_A_ and glycine receptor subunits were also potentially down-regulated (figure 4B).

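Of the 15 subunit genes of figure 4B, 13 had a lower gene value in KIS-ko brains. The largest reduction was that of Glra3, listed on chromosome 8 from 58419701 to 58604078, with a fold change of 0.837 ± 0.142 (SD, n = 6 pairs) and a log2 difference of -0.29 (standard error 0.084, adjusted p = 0.685 from limma, lower in 5 of 6 litters). Gabra4, Gabre, Glra1 and Gabra3 had fold changes of 0.926, 0.928, 0.932 and 0.944, with SDs over the 6 pairs from 0.068 to 0.197. For Gabra5, Glra2, Gabra2 and Gabrg3 they lay between 0.973 and 0.991, within the spread between pairs. In Gabra2 both arrays of litter 5 were below all others of their genotype. Gabra6 and Glra4, whose median probeset signals were 61.6 and 181, had fold changes of 1.08 ± 0.131 and 1.06 ± 0.175 (SD, n = 6 each). Of the 15 genes, 3 had an unadjusted limma p under 0.05, 0 passed after adjustment over all genes and 0 when adjusted over the list alone, a list that the study chose on these arrays.
The median log2 difference of the 15 genes was -0.088, and as a set they were lower than other genes by camera of limma (p = 0.0043), but not with the correlation between genes estimated from the arrays (p = 0.332) nor by fry (p = 0.123). Relative to the median gene their mean was -0.064 ± 0.066 (SD, n = 6), lower in 5 of 6 litters (exact sign-flip permutation test, p = 0.0938). After the arrays were centred on their medians 9 of the 13 genes stayed lower, and Gabra2, Gabra5, Gabrg3 and Glra2 turned higher; after a new quantile normalization only Gabrg3 did. Over the litters the mean of the 15 genes followed the array medians (Pearson r = 0.943, exact permutation p = 0.0014; Spearman rho = 1, exact permutation p = 0.0028; adjusted for 2 relations 0.0028 and 0.0056), with r = 0.700 without litters 4 and 6. The 40 cys-loop subunits quantified had a median of -0.033 and a mean of -0.028. As a set, camera of limma placed them above other genes and fry of limma placed them below 0, neither past the threshold, so that the signs differ between the tests. From the starred genes of figure 4A and these subunits the paper proposes that GABA-A and glycine receptor subunits are expressed at a lower level in KIS-ko neonate brain.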

**Figure 4:**
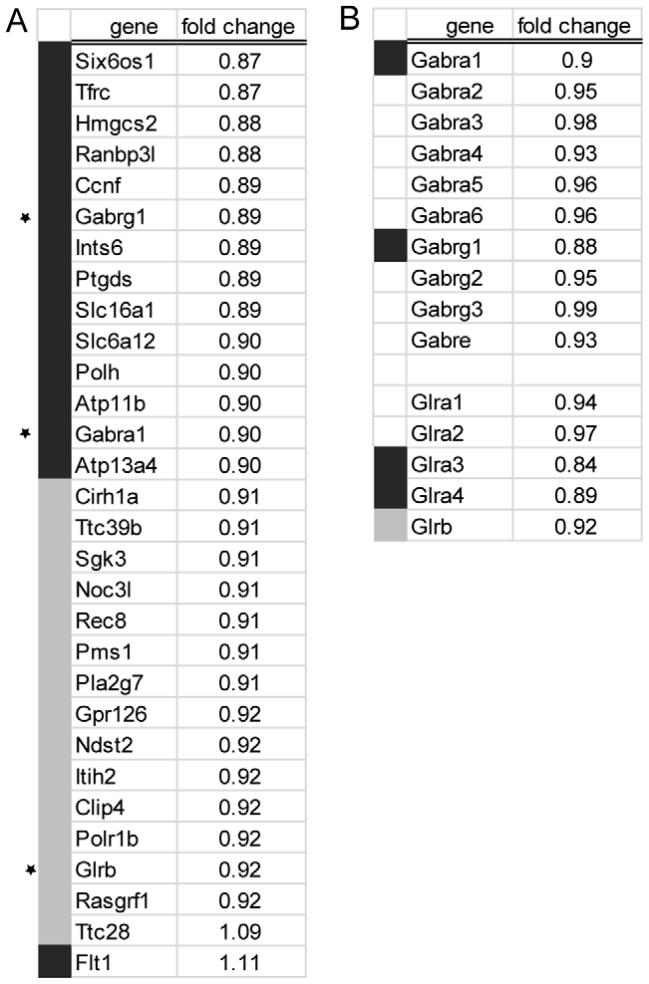
Microarray analysis of gene expression in KIS-ko brain. A. Total RNA from the brains of six pairs of wildtype and KIS-ko neonate littermates was processed for Exon 1.0 ST array hybridization (Affymetrix). Genes with fold changes above 6% were ranked according to the confidence values. The 80 top genes were then ranked for the difference value and the top 30 of this list are presented with a color code for fold change (dark grey>10%, light grey>8%). Stars indicate cys-loop ligand-gated channels in this list. B. GABA_A_ and glycine channel receptor subunit genes showing expression changes in the microarray dataset are listed.

**Figure 5:**
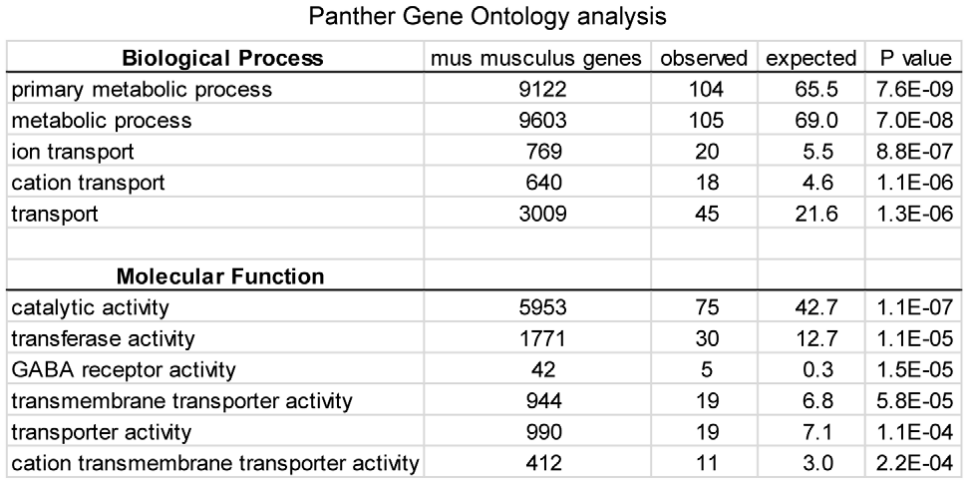
Gene ontology analysis of genes differently expressed in the brain of adult KIS-ko animals. Analysis was performed on the top 200 genes differently expressed in KIS-ko mice according to the confidence values, using the Panther Gene Ontology gene annotation package.

Q-PCR analyses using total RNA from the brains of 16 pairs of +/+ and −/− littermates confirmed the significant differences that were detected in the microarray analysis for nine out of ten genes (p<0.05, figure 6). In contrast we found no expression difference for the six of these genes that we tested in the adult (Tfrc, Hmgcs2, Ptgds, Gabra1, Tph2 and Glra3) (not shown).

**Figure 6:**
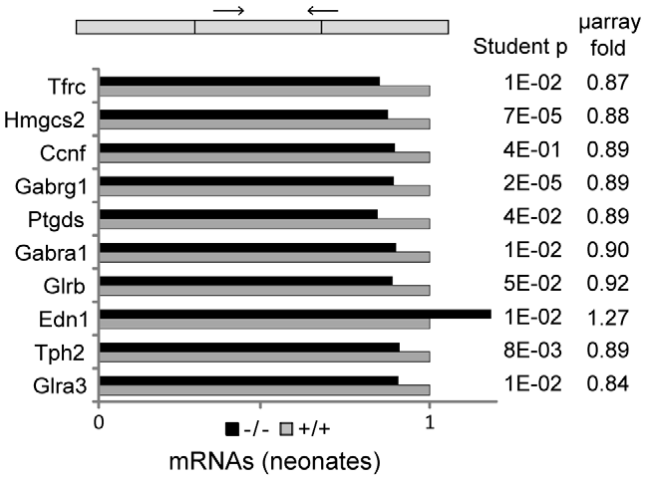
Q-PCR analyses of mRNAs in brain of wildtype and KIS-ko neonate mice. Pairs of primers for mRNAs were chosen so that the PCR product crossed an exon-exon boundary. The mean values of mRNA levels relative to wildtype for 16 −/− and 16 wildtype littermates are presented. Paired student t-test values for the qRT-PCR data are indicated as well as the fold changes that were deduced from the microarrays analysis for comparison.

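The array fold changes of the 10 genes were recomputed over the 6 pairs. Edn1, listed on chromosome 13 from 42396848 to 42402623, was the only one that was higher in KIS-ko brains, with a fold change of 1.28 ± 0.118 (SD, n = 6 pairs) and a log2 difference of 0.28 (standard error 0.066, adjusted p = 0.593 from limma, higher in 6 of 6 litters). Tfrc had a fold change of 0.857 ± 0.129 (SD, n = 6) and a log2 difference of -0.26 (standard error 0.083, adjusted p = 0.685 from limma, lower in 5 of 6 litters). Ccnf had a fold change of 0.857 ± 0.132 (SD, n = 6) over 18 probesets, most of which are marked as open to cross-hybridization, and 0.998 on those that match 1 place only. The other 7 genes had fold changes between 0.837 and 0.928. Of the 10 genes, 9 had an unadjusted limma p under 0.05, all but Glrb, 0 passed after adjustment over all genes and 9 when adjusted over the list alone. The study chose the genes on these arrays, so that the last count is not independent evidence. In litter 4 only 3 of the 10 genes had a fold change below 1. The 9 lower genes also had a negative log2 difference after the arrays were centred on their medians or quantile-normalized again. The brains measured by Q-PCR were not analysed here.

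**Figure D3:**
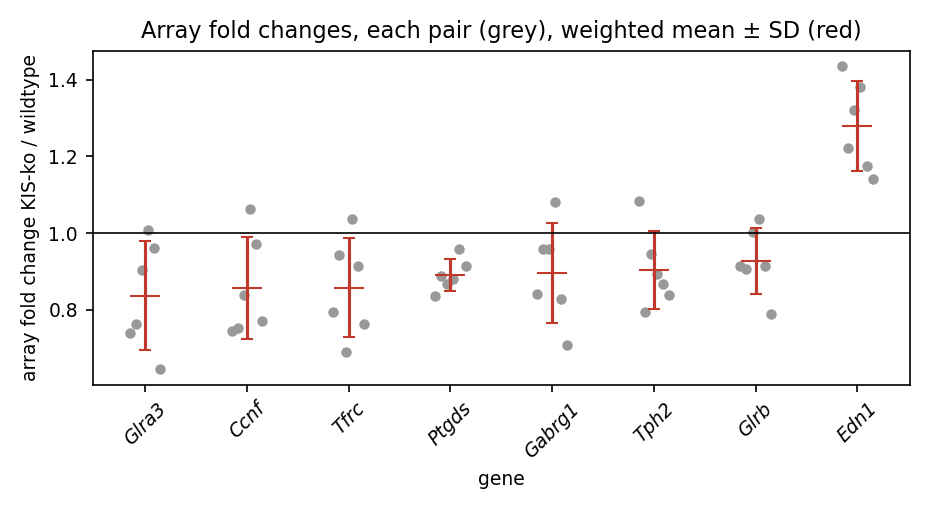
Array fold change (KIS-ko over wildtype, vertical axis) of 8 genes of figure 6 (horizontal axis). Grey points are the 6 pairs of littermates and red bars the weighted mean over probesets ± SD of the pairs; Edn1 lies above 1 in 6 of 6 pairs and Ptgds below 1 in 6 of 6 pairs, in arrays that were not centred.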

The lower levels of transcript that we observed in the neonate brain might result from lower transcription, altered rate of maturation of pre-mRNAs or increased degradation of mRNAs. To document these different hypotheses we further measured pre-mRNAs levels for some of the down-regulated genes (figure 7). Three out of six genes showed a significant increase in pre-mRNA/mRNA ratio in KIS-ko animals (Hmgcs2, Gabrg1 and Gabra1, p<0.05, figure 7B). These results suggested an alteration of the maturation of mRNA of the genes, the expression of which is decreased in KIS-ko mice.

**Figure 7:**
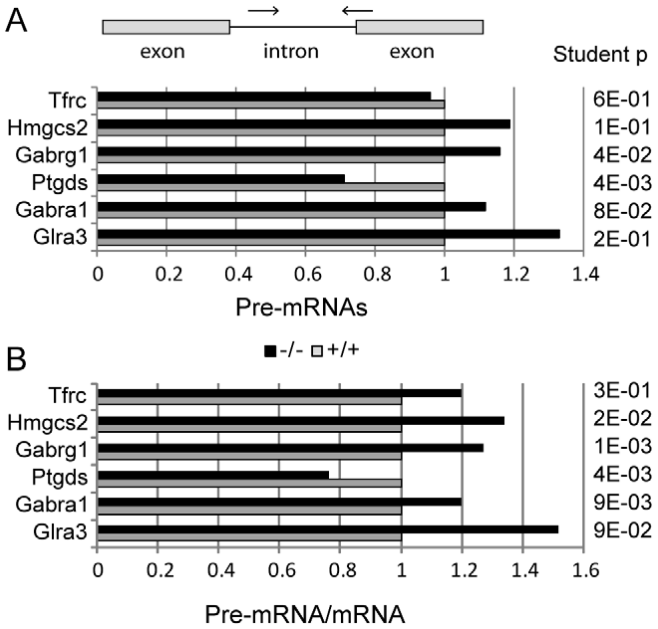
Q-PCR analyses of pre-mRNAs in brain of wildtype and KIS-ko neonate mice. A. Pairs of primers specific for pre-mRNAs were chosen with one primer in an intron and the other in an exon or crossing an intron-exon boundary. The mean values of pre-mRNA levels relative to wildtype for 16 −/− and 16 wildtype littermates are presented. B. For each gene the mean pre-mRNA over mRNA ratio is presented.

### KIS deletion results in hyperactivity and altered fear learning

We next hypothesized that the cumulative effect of the moderate modifications in gene expression in KIS-ko neonate could result in defective brain functions in the adult. As no previous experiments had explored the consequence of KIS deficiency on animal behavior, we selected a variety of tests including memory and anxiety-related tests. In addition, given the reports of an association between schizophrenia and SNPs in the *UHMK1* gene (encoding the KIS protein) [20], [21] we searched for reduced prepulse inhibition, which is a known endophenotype for schizophrenia and is considered as a useful phenotype for detecting models of schizophrenia in mouse [22].

No gross morphological or behavioral alterations were noticed when observing adult wild type and knockout animals in their home cage as previously observed in a mixed C57Bl/6-129SV genetic background [14]. In addition no particular mortality was observed. KIS-ko animals presented normal eye blink, forepaw reaching response as well as righting and postural reflexes. However there was a slight but significant decrease in the weight of the KIS-ko animals (figure 8A, 7% less body weight for males and 3% for females).

**Figure 8:**
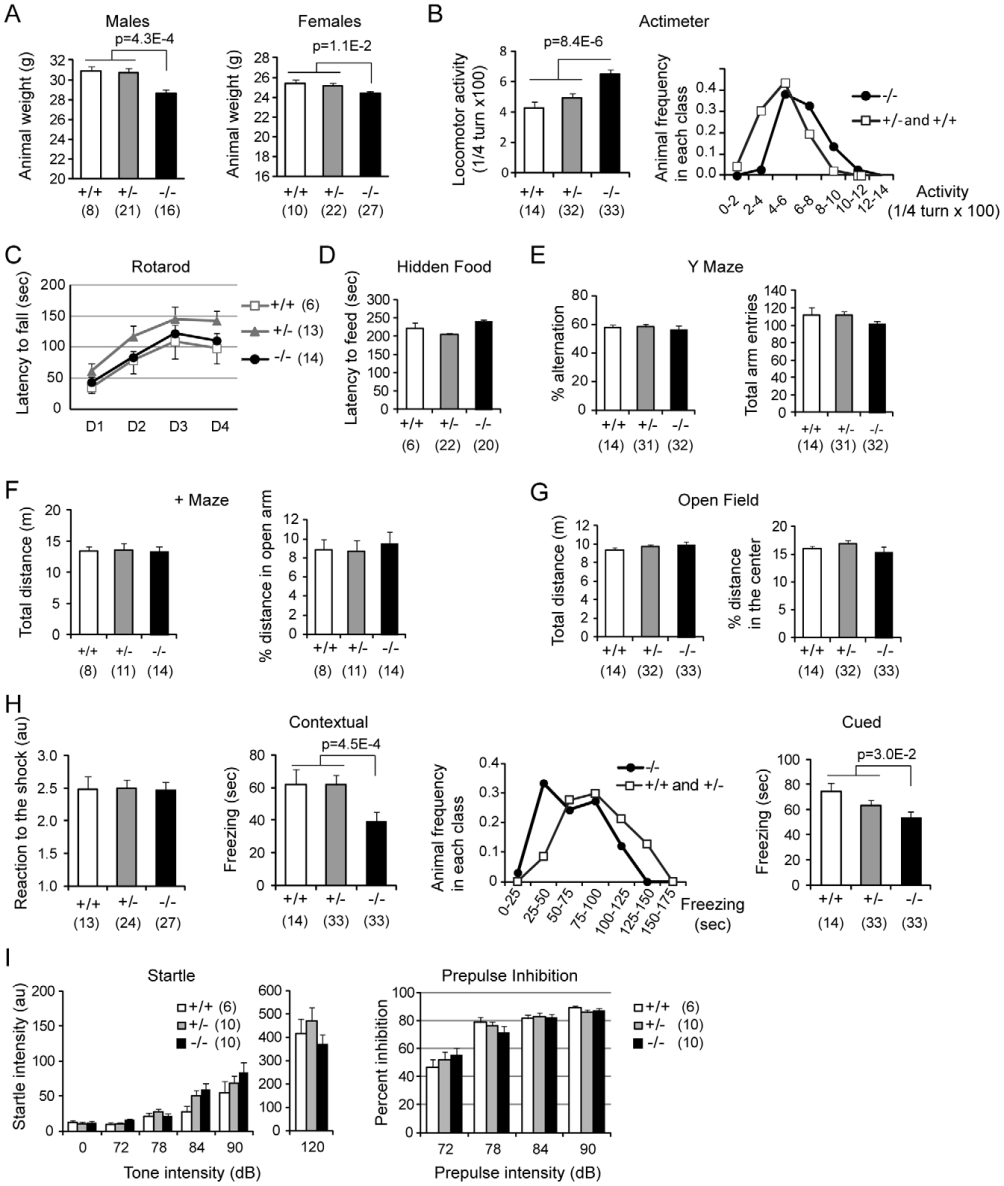
Analysis of KIS-ko mice physiology and behavior. A. Weights of adult animals of different genotypes. Numbers of animals are under brackets. B. Spontaneous activity of mice when placed in a circular corridor maze for two hours. A histogram for the repartition of the animals in the different classes for activity shows a bell shape justifying the ANOVA analysis. C. Performance of the animals in the rotarod test was evaluated for four consecutive days using acceleration from 4 to 40 rpm over five minutes. D. The animals' latency to find a hidden piece of raisin was calculated in a one session experiment. E. Y maze experiment: animal displacement was monitored in a 10 min session and the percentage of alternation was calculated. F. Animal anxiety was assessed in the plus maze test. The percentage of distance in the open arm is indicative of the anxiety of the animals. G. Similarly no difference in anxiety was revealed using the open field paradigm. H. Memory of context and cue assessed in a fear conditioning protocol. No difference in shock response was noticed between wild type and KIS-ko animals suggesting that pain sensitivity was not compromised (left panel). Measure of context memory was conducted 24 hours later by measuring freezing time in the conditioning environment (contextual). The histogram for the distribution of animals according to freezing time showed a bell shape indicating a homogenous population for each genotype. Two hours later animals were tested for freezing in a novel environment for three minutes without the tone (for background substraction), then for three minutes with the tone cue (cued). I. Startle response to increasing tone intensities show similar reactivity of the animals. A tone prepulse efficiently inhibited the startle response to the 120 dB tone, with no difference among genotypes.

We then tested the spontaneous locomotor activity of the animals when placed in a dimly illuminated circular corridor commonly used to evaluate the response of animals to psychostimulant [23]. The KIS-ko animals were found to be significantly more active (figure 8B). No difference in any of our tests was observed between +/+ and +/− animals.

In the rotarod test, KIS-ko animals were indistinguishable from their wild type littermates, with similar initial performance and subsequent improvement over four consecutive days of testing, indicating normal basal motor skills and motor learning (figure 8C). No difference in olfactory perception was observed in a hidden food retrieving test (figure 8D). From this first series of tests, we could conclude that no major abnormality of vision, olfaction or motor skills was present in KIS-ko animals that could interfere with the anxiety related or memory tests that followed.

In the Y maze paradigm no significant difference in either alternation or total arm entries was observed indicating normal activity and spatial working memory (figure 8E). In the plus-maze and the open field tests, the total distance that was travelled by the animals was not significantly different between the genotypes (figure 8F and 8G). The exploration of aversive areas that are the open arms of plus maze and the center of open field were also similar in the two genotypes, suggesting no increase in anxiety behaviors in KIS-ko mice.

We next tested the memory of the animals using a fear conditioning protocol. On the training day, animals were placed in a novel context and after a 2 minutes exploration period, they were exposed to a tone in association with an electric foot shock. We observed no freezing of wild type and KIS-ko animals before the foot shock. There was also no difference in reaction to the foot shock between wildtype and KIS-ko animals (figure 8H, left panel). 24 hours later, KIS-ko animals presented a clearly reduced freezing response to the context and to a lesser extent to the tone cue (figure 8H).

Finally, we observed a similar startle response to an acute tone for KIS-ko and wild type animals suggesting no auditory alteration, and a similar inhibition of the startle response by a prepulse tone (figure 8I).

Altogether, although KIS-ko mice showed normal sensory responses, anxiety levels, and motor skills, their reduction in weight, their hyperactivity in a novel environment, and a distinct deficit in fear conditioning clearly distinguished them from the wild type.

## Discussion

### In vivo link between KIS and splicing factor SF1

The brain enriched protein kinase KIS presents a unique primary structure as it is formed by the juxtaposition of a protein kinase and a splicing factor related domain with a U2AF Homology Motif (UHM) [17], [24]. This unique organization first suggested KIS has a role in the phosphorylation of splicing factors [17]. UHMs, named for their initial identification in both subunits of splicing factor U2AF, bind peptide motifs known as UHM Ligand Motifs (ULM) with a high degree of specificity [24]. The UHM domain of KIS is necessary for its interaction with the ULM-containing splicing factor SF1 [3], [25]. In addition, KIS phosphorylates SF1 *in vitro* with a high efficiency on two residues that are highly phosphorylated *in vivo* [3], [25]. Here we observed that KIS and SF1 present a remarkable coexpression in the brain. However, both proteins were expressed in all the tissues examined, suggesting that the KIS-SF1 interaction occurs in all cell types. The profile of SF1 isoform migration on 1D and 2D SDS-PAGE is different for KIS-ko extracts in a way that strongly suggests an abnormal phosphorylation of SF1. This is the first observation of a biochemical consequence of KIS deletion in the animal and strong evidence that KIS directly acts on SF1 *in vivo*. However, it must be noted that in KIS-ko mice SF1 remained partly phosphorylated, indicating that at least one other kinase is responsible for SF1 phosphorylation in mice.

### Altered gene expression related to KIS deletion

KIS-ko neonate and adult mice did not present an obvious phenotype. KIS deletion had no apparent effect on embryonic viability and brain weight. We did not observe the dramatic effect of shRNA-mediated KIS knockdown on neuritic extension observed by Cambray et al. [16], which might instead be due to compensation in mice or off target effects of shRNAs.

However, the use of exon 1.0 ST arrays from Affymetrix allowed us to detect with a high confidence subtle transcript levels modifications that we then confirmed by Q-PCR. It is widely accepted that SF1 is implicated in early spliceosome assembly. Immunodepletion experiments of SF1 allowed to demonstrate a facilitating action for this factor on splicing, albeit not a strict requirement [26] as also supported by knockdown experiments in HeLa cells [27]. However SF1 function appears essential for cell life as its depletion in HeLa cells leads to cell death [27]. Similarly, SF1 knockout is lethal at embryonic stage in mice and required for *C. elegans* and yeast viability [6], [28]–[30]. Therefore, SF1 might be necessary for either achieving splicing kinetics required for cell life or for some essential splicing events. In KIS-ko mice, we could not detect splicing changes for distinctive exons within genes, but this could simply be due to the low sensitivity of exon arrays for measuring alternative splicing. In contrast we detected a global decrease of expression of all exons for a number of genes including subunits of the GABA_A_ and glycine receptors. Some of these subunits had a higher expression in the adult mice while others had a higher expression in the neonate (data not shown), indicating that the differences between wild type and KIS-ko mice were not due to a developmental delay. 

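What these arrays could detect was measured on simulated arrays with the means and SDs of the real probesets, 6 per genotype in 6 litters, in which 1 probeset was changed in each of 200 genes. The test with a separate variance for each probeset recovered 78.5% of the changes of 1 on the log2 scale, with 6 calls in other genes, and 98.0% of the changes of 2, with 8 calls in other genes. The Simes test recovered 100% of both, with 517 and 610 calls in other genes.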

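Reduced signal over all exons was counted in the 28 genes that are lower in figure 4A. Of their retained probesets, 94.6% had a lower mean log2 signal in KIS-ko brains, against 66.2% of the probesets of all genes. In 13 of the 28 genes every probeset was lower, and the lowest share in a gene was 78.3% (Rec8). By litter the share was between 72.5% and 89.5% in 5 litters and 37.6% in litter 4, where 36.4% of all probesets were lower. After the arrays were centred on their medians, 90.2% of the probesets of these genes and 43.4% of all probesets were lower. The genes were picked by the study on these same arrays for probesets that move together.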

Although gene expression modifications were expected given the proposed function of KIS in RNA metabolism regulation, the precise mechanisms that are affected are now to be characterized. Genes for the subunits of the GABA_A_ and glycine receptor are clustered on a few chromosome loci and it has been proposed that such clustering would enable common expression regulations [31], [32]. However the subunits affected in KIS-ko animals were in different loci and not all subunit genes in one locus were affected. In addition, we did not observe any clustering of other affected genes. It is therefore unlikely that KIS affects gene expression through a mechanism of global control of clustered genes. 

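The subunit genes of figure 4B lie in several loci of the deposited table. On chromosome 5 between 71142515 and 72049468, Gabrg1, Gabra2 and Gabra4 had log2 differences of -0.20, -0.049 and -0.12, with standard errors of 0.079, 0.055 and 0.055. On chromosome 11 between 42120016 and 42134379, that of Gabra6 was 0.023 with a standard error of 0.060. On chromosome 7 between 63979650 and 64765240, Gabrg3 and Gabra5 differed by -0.029 and -0.052, with standard errors of 0.051 and 0.056, and on chromosome X between 69502798 and 69901460 Gabre and Gabra3 differed by -0.15 and -0.088, with standard errors of 0.078 and 0.054. The glycine receptor genes Glra1 (chromosome 11), Glrb (chromosome 3), Glra3 (chromosome 8), Glra2 and Glra4 (both chromosome X, at 161567118 and 133292235) were each apart from these loci. None of these genes passed the adjusted threshold of limma, and the differences between members of a locus were not tested. Gabra2, Gabra5, Gabrg3 and Glra2 turned higher when the arrays were centred on their medians.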

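Of the 200 genes of lowest confidence value, 6 pairs were next to each other among the genes quantified, where random sets of 200 genes gave 2.29 on average (permutation test, one-sided, p = 0.028). Counted as pairs of genes within 1 Mb there were 24, where random sets gave 33.0 (permutation test, p = 0.937). Without the genes that lie within 20 Mb of Uhmk1, the targeted gene, 193 genes and 5 neighbouring pairs remained, where random sets gave 2.18 (permutation test, p = 0.068).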

Q-PCR analyses revealed an increase of pre-mRNA/mRNA ratio for Gabrg1, Gabra1 and Hmgcs2, suggesting that a splicing defect could be responsible for their reduced expression at the mRNA levels in agreement with a functional link between KIS and splicing factors including SF1 [3], [25]. As growing evidence indicate that splicing factors are normally actively recruited to transcription sites, it is possible that common sequence features or epigenetic determinants could make some genes more sensitive to reduced concentration of fully active SF1 and explain the specific requirement of KIS for their normal splicing [33]. However we cannot exclude other hypotheses. For example the increase in the pre-mRNA/mRNA ratio could result from a decreased stability of mRNAs potentially linked to an alteration of the proposed function of SF1 in RNA trafficking [34]. Further experiments are needed to address the direct involvement of SF1 in the processing of the transcripts that we found affected in KIS-ko brains. We also cannot exclude the possibility that the observed effects of KIS deletion partly result from altered phosphorylation of other proteins than SF1, or are indirect consequences of splicing defects of some pre-mRNAs. Further studies of KIS and SF1 will help answer these questions.

### Effect of KIS gene disruption on animal behavior

The higher expression of KIS in the nervous system and the modified expression of genes in the brain of KIS-ko animals suggested that KIS deletion could affect animal behavior. We performed a screening for behavioral defects of KIS-ko mice that allowed us to detect abnormalities associated with KIS deletion and to exclude defects in others as notably prepulse inhibition. KIS-ko mice displayed locomotor hyperactivity in the circular corridor novel environment. In contrast no hyperactivity was detected in the Y-maze, plus-maze or open field, suggesting that this context-dependent hyperactivity affects only locomotion and not the more exploratory behaviors. Second, we noticed a reduced contextual (and to a lesser extent cued) fear conditioning of KIS-ko animals, showing reduced learning capacities from aversive stimuli. It is unlikely that the reduced freezing resulted from hyperactivity as we found no inverse correlation between animal activity in the circular maze and freezing in the fear conditioning protocol. Furthermore our data obtained with large groups of animals yielded a very high statistical significance for the increased activity (Student p = 8.4E-6) and altered freezing in the contextual fear conditioning protocol (Student p = 4.5E–4) even after correction for the number of parameters (16) that have been measured along this behavioral screening (p = 1.3E–4 for increased activity and p = 7.2E–3 for altered contextual fear conditioning after Bonferroni correction). Our analysis provides therefore a sound basis for further experiments aiming at refining the behavioral characteristics of these mice and in particular their learning deficits. Interestingly we observed no difference in the rotarod test and normal alternation in the Y maze indicating that motor learning and spatial working memory are not affected by KIS deletion. Further analyses of KIS-ko mice learning ability in other memory related paradigms will be of interest to further refine their learning deficit.

Altogether our gene expression and behavioral analyses support a function of KIS in the fine tuning of gene expression during brain development that is important for adult brain functions. The significant enrichment of ion channels subunits among genes that are affected in the neonate brain suggests that a change in synaptic function could lead to deficits in the activity-dependent maturation of brain wiring and resulting abnormal behavior of adult animals. However our microarray and Q-PCR analyses indicated that KIS deletion affected a variety of genes including also metabolic enzymes as revealed by the gene ontology analysis (as Prostaglandin D2 synthase, 3-hydroxy-3-methylglutaryl-CoA synthase 2 and Tryptophan hydroxylase 2). Therefore the phenotype of KIS-ko mice might result from the cumulative effect of downregulations of a variety of genes.

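Ptgds, listed on chromosome 2 from 25322247 to 25325239, had a fold change of 0.891 ± 0.042 (SD, n = 6 pairs) with 10 of 10 probesets lower, and a log2 difference of -0.17 (standard error 0.048, adjusted p = 0.685 from limma, lower in 6 of 6 litters; exact sign-flip permutation test, p = 0.03125). Tph2, on chromosome 10 from 114516102 to 114621942, had a fold change of 0.904 ± 0.102 (SD, n = 6) with 11 of 13 probesets lower, and a log2 difference of -0.15 (standard error 0.065, adjusted p = 0.685 from limma, lower in 5 of 6 litters; exact sign-flip permutation test, p = 0.125). Both genes had negative log2 differences under every setting tried.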

### KIS and schizophrenia

Divergent results have been reported concerning the potential implication of KIS in the etiology of schizophrenia. While two reports established a genetic linkage with two SNPs in the KIS gene using independent British case-control samples [20], [21], such an association could not be reproduced in Bulgarian and French cohorts of patients [35], [36]. In addition KIS alterations have not been detected in individual samples [36], [37]. Interestingly, our present results support the possibility that KIS defects participate in perturbations of brain function associated with psychiatric diseases. The hyperactivity of animals is a potential model for positive symptoms in schizophrenic patients. However the normal prepulse inhibition in KIS-ko mice suggests that lack of KIS by itself does not provide a cause for this endophenotype in schizophrenia.

## Materials and Methods

### Ethics statement, Animals

Animal care was conducted in accordance with the standard ethical guidelines (National Institutes of Health publication number 85–23, revised 1985; European Community Guidelines on the Care and Use of Laboratory Animals; and French Agriculture and Forestry Ministry guidelines for handling animals, decree 87849, license A 75–05–22). Protocols have been approved by the local ethical committee “Charles Darwin” (file Ce5/2011/039). KIS knock-out mice [14] were backcrossed for 10 generations to a C57BL6/N background.

### Antibodies

As available anti-KIS antibodies were not efficient to detect endogenous KIS in western blot experiments, we raised a rat monoclonal anti-KIS antibody. A His-tagged C-terminal domain of rat KIS (aa 293–419) was expressed in bacteria, solubilized in 8 M urea, purified on Ni++column (Qiagen) followed by anion exchange on mono-Q column (Pharmacia) and renaturation by dialysis. 50 µg of the purified protein were injected intraperitoneally (i.p.) and subcutaneously (s.c.) into LOU/C rats using incomplete Freund's adjuvant supplemented with 5 nmol CpG 2006 (TIB MOLBIOL, Berlin, Germany). After a six weeks interval a final boost with 50 µg KIS and CpG 2006 was given i.p. and s.c. three days before fusion. Fusion of the myeloma cell line P3X63-Ag8.653 with the rat immune spleen cells was performed according to standard procedures. Hybridoma supernatants were tested in a solid-phase immunoassay with KIS or an irrelevant His-taged fusion protein coated to ELISA plates. Antibodies from tissue culture supernatant bound to KIS were detected with HRP conjugated mAbs against the rat IgG isotypes (TIB173 IgG2a, TIB174 IgG2b, TIB170 IgG1 all from ATCC, R-2c IgG2c homemade), thus avoiding mAbs of IgM class. HRP was visualized with ready to use TMB (1-StepTM Ultra TMB-ELISA, Thermo). MAbs that reacted specifically with KIS were further tested in western blot experiments and supernatant 3B12 (of IgG2b) was used in this study. SF1 antibodies were raised in rabbit against a N-terminal peptide (MATGANATPLDFPS). Commercial antibodies were mouse anti-U2AF^65^ (clone MC3; Sigma), mouse anti-β-actin (clone AC-15; Sigma), mouse anti-β-tubulin (clone E7, Developmental Studies Hybridoma Bank) and mouse anti-SAP155 (clone D221-3; MBL).

### Immunoblotting

Protein extracts were prepared by homogeneization of frozen tissues in TrisCl 10 mM pH 7.5, NaCl 50 mM and complete inhibitor mix (Roche Diagnostic). Nonidet P40 was then added to 0.5% final concentration and protein concentration was determined by the Biuret method (BCA kit from Pierce). After blotting, nitrocellulose sheets were stained with Ponceau red to check for homogenous loading and transfert. Specific proteins were then revealed with primary and 800 nm-IRDye-conjugated secondary antibodies (Rockland) using an Odyssey infrared imaging system (Li-Cor Biosciences). Rat monoclonal anti-KIS were detected with a secondary mouse monoclonal anti-rat IgG followed by 800 nm-IRDye-conjugated anti-mouse antibodies.

### Two-dimensional gel electrophoresis

Protein extracts were prepared from neonate brains in 10 mM TrisCl pH 7.5, 1 mM EDTA, 0.5% Nonidet P40 and complete inhibitor mix (Roche Diagnostic). 400 µg of soluble proteins were analysed for SF1 isoforms distribution on 2D PAGE as previously described [36], with a first dimension on 13 cm pH 6–11 strips using a Ettan IPG-phor 3 apparatus (GE Healthcare) and 10% acrylamide SDS-gels for the second dimension.

### RNA samples preparation

Brain were removed after decapitation of the animals and immediately frozen in liquid nitrogen and kept at −80°C until use. For RNA preparation frozen material was reduced to powder in liquid nitrogen using a mortar and pestle and 30 mg of powder was homogenized in extraction buffer and processed for total RNA preparation using Qiagen RNeasy kit. RNA quality was assessed by nanodrop and agilent Bioanalyzer.

### Microarrays analyses

RNA samples were prepared from brains of +/+ and −/− females neonate littermates (six pairs) and processed for Affymetrix Exon 1.0 ST hybridization. Raw data were processed using the Affymetrix Expression Console software suite. Normalization at the exon level was performed using the “quantile normalization”. The PLIER algorithm was used to estimate probeset signals. Expression data for each probeset was then exported into an excell spreadsheet. Probesets with a relative standard deviation (ratio of standard deviation to the mean) above 0.4 for either genotype were rejected. The fold change values for a gene (f) was arbitrarily determined from the mean fold changes for each probeset as

, where 

 is the mean value of the fold changes for probeset i and 

 is the relative standard deviation for the fold changes for probeset i.

f is therefore the mean of the fold changes of the probesets weighted by the inverses of the relative variations.

Then we arbitrarily calculated a “confidence value” (v) for each gene expression change as 
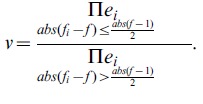
.

Intuitively, the lower “confidence value” are expected for genes with multiple probesets giving similar fold changes with low variations. This approach proved useful in detecting gene expression changes as confirmed by the Q-PCR analyses.

The complete microarray data are MIAME compliant and have been deposited in the Gene Expression Omnibus database (Accession number: GSE38097).

### Gene ontology analysis

Gene ontology analysis was performed by submitting lists of genes to the online software package of the Panther classification system server at http://www.pantherdb.org [19].

### Q-RT-PCR analyses

1 µg of total RNA was used in reverse transcription reaction using Improm II reverse transcriptase and random primers (Promega). 1/20 of each reaction was used for one Q-PCR point. Primer sequences are available upon request. Amplified products were checked for single band after agarose gel electrophoresis. Values were normalized across samples using GAPDH mRNA levels. Each real-time PCR was performed in triplicate. For pre-mRNA analyses, RNA samples were treated with RNase-free DNase (Promega) to prevent genomic DNA amplification and for each primer pairs we checked that no amplification was obtained when reverse transcriptase was omitted. For neonates, brains of 8 pairs of +/+ and −/− female littermates and 8 pairs of +/+ and −/− male littermates were used. For adults, brains of 12 pairs of +/+ and −/− 4 to 8 months old female littermates were used. The sequences of the primers used in this study are listed in Table S1.

### Neuritic extension analyses

Embryos from heterozygous mating were removed at day 14 and their cortex was dissected. After trypsin digestion 5,000 cells were seeded in 24 wells plates on glass coverslips coated with poly-L-ornithine (Sigma-Aldrich) in neurobasal medium supplemented with 2% *B*-27 and 1% penicillin/streptomycin in a 5% CO2 incubator. After four days, cells were fixed with 2% paraformaldehyde and processed for immunofluorescence staining with anti-acetylated tubulin to allow an easier automatic quantification of neurites morphology. Conventional fluorescence microscopy was performed on a Leica microscope (DM 6000) equipped with a MicroMax CCD camera (Princeton Instruments). The Metamorph software was used (Roper Scientific) for image acquisition. For each coverslip, 200 fields were acquired automatically using a motorized platform and ×20 objective. Cell morphology was analyzed using the neuronJ plugin to ImageJ [38]. Quantification was made blind to the genotype that was determined from a piece of embryo tail. At least 150 neurons were analyzed for each primary culture.

### Behavioral analysis

Groups of male animals for behavioral studies were obtained by mating heterozygous animals. For each litter all males were selected if comprising at least one −/− and one +/+ or +/− animals. Adult animals were aged from 4 to 8 months and stalled with all siblings of same gender from weaning date. As no significant difference were observed between +/+ and +/− groups, unpaired t-test analyses were performed for comparison of −/− and (+/+ and +/−) groups. In the present study, behavioral tests were performed in the following order: eyeblink and righting reflex, forepaw reaching response, circular maze activity, rotarod, hidden food test, Y maze, plus maze, open field, and either fear conditioning or prepulse inhibition tests. All experiments were conducted by an experimenter who was blind to the genotype of animals.

### Spontaneous locomotor activity in a corridor maze

Locomotor activity was measured in a circular corridor with four infrared beams placed at every 90° (Imetronic, Pessac, France) in a low-luminosity environment. Counts were incremented by consecutive interruption of two adjacent beams (i.e., mice moving through one-quarter of the circular corridor). Animal activity was monitored during 2 hours.

#### Forepaw reaching response

In this test the animal is lifted by the base of the tail to a height of approximately 15 cm and lowered to a grey bench surface within 1/2 to 1 s, decelerating as the surface was approached. Normal vision is assessed by observing if the animal extends its forelimbs toward it before reaching the surface.

#### Rotarod test

Mice were placed on a rotating 3 cm diameter drum. The drum initially was rotated at a speed of four rpm and was gradually accelerated to 40 rpm over 5 min. The amount of time the mouse remained on the accelerating rod was measured as an indicator of motor performance. This test was performed three times a day with a 30 min interval. The best score of the three trials was used for statistical analyses. Animals were tested for four consecutive days.

#### Hidden food test

The protocol was adapted from ref [39]. Animals were given small pieces of raisins in addition to their normal pellet for four days and were deprived of food for the following night. The next day, animals were placed individually in a clean box where a piece of raisin had been hidden one cm below the sawdust. The location of the food and the starting position of the mouse were the same for each animal. The latency to feed was recorded.

### Spontaneous alternation

The apparatus consisted of three identical arms and a central area with a dim illumination (2 lux) in a sound attenuated room. The activity was automatically recorded by three infrared beams in each arm for 10 minutes. An entry in the least recently visited arm was scored as an alternation. The ratio of alternation was the number of alternations over the total number of arm entries. Animals with less than eight arms entries were rejected from the statistical analysis.

### Elevated Plus maze

The elevated plus maze was used to evaluate mice emotionality. The apparatus was custom made from grey plexiglas and consisted of a central 5×5 cm area and four arms 30×5 cm. Two opposite arms were surrounded by 10 cm high walls (closed arms) the two other arms (open arms) were surrounded by 5 mm high walls to limit the aversive sensation. Arms were at an elevation of 70 cm and illuminated with 80 lux white light. Animals were placed in the central area facing an open arm and then recorded for 6 minutes with a video recording system (Viewpoint). The time spent and distance travelled in open and closed arms as well as the number of entries in open and closed arms was automatically calculated and analyzed for differences among genotypes.

### Open field

Animals were placed in a corner of a square arena (50×50 m) covered with sawdust with an homogenous 100 lux illumination at the floor level and 40 cm high white plexiglas walls, and recorded for 30 min using a video system (Viewpoint). The number of entries in a central 36×36 cm square area, the distance travelled and time spent in the central area and the total distance travelled were calculated and analyzed for differences between genotypes.

### Fear conditioning

Fear conditioning was performed using an apparatus consisting in a clear rectangular plexiglas box with a floor of parallel metallic rods for the delivery of electric current (Med Associates Inc). The first day animals were let exploring freely the new environment for two min, then a 70 dB white noise was delivered for 20 s at the end of which a concomitant 0.4 mA electric current was delivered through the metallic rods for 2 s. Animals were then let in the cage for an additional 45 s before returning to their home cage.

On day 2, animals were introduced again in the conditioning box and monitored for freezing for three minutes and then returned to their home cage. Two hours later animals were placed in an unrelated environment consisting of a circular arena the floor of which was covered with saw dust, with a cup filled with 5 ml of an odorant concentrated orange extract disposed nearby. Freezing was then recorded for three minutes without tone and for three further minutes with the tone used for conditioning. Freezing time in the novel context without tone was subtracted to the freezing time in the conditioning context and in the cued situation.

Evaluation of pain sensitivity: The reaction of animals to the electric shock was evaluated during the conditioning procedure. Reactivity was evaluated using the following notation grid: 0: no response, 1: running; 2: running and moderate jumping; 3: running and important jumping or vocalizing; 5: jumping and vocalizing.

### Startle and prepulse inhibition

Startle response and pre-pulse inhibition were assessed using two startle chambers (San Diego Instruments). The protocol used was exactly as described in [40].

### Statistical analysis

Results are expressed as means ±SEM. For qRT-PCR analyses paired student t-tests were performed. For behavioral analyses, as no significant difference between +/+ and +/− groups were observed, unpaired student t-test were used to compare −/− and (+/+ and +/−) groups. Statistical analyses were performed with Prism 3.0 software (GraphPad Software, San Diego, CA).

## Supporting Information

Table S1 **List of the primers used for Q-RT-PCR analyses.** The positions of the primers and their sequences are presented.
(XLSX) Click here for additional data file.

## References

[1] QiuZ, GhoshA (2008) A brief history of neuronal gene expression: regulatory mechanisms and cellular consequences. Neuron 60: 449–455.1899581910.1016/j.neuron.2008.10.039

[2] LiQ, LeeJA, BlackDL (2007) Neuronal regulation of alternative pre-mRNA splicing. Nat Rev Neurosci 8: 819–831.1789590710.1038/nrn2237

[3] ManceauV, SwensonM, Le CaerJP, SobelA, KielkopfCL, et al (2006) Major phosphorylation of SF1 on adjacent Ser-Pro motifs enhances interaction with U2AF65. FEBS J 273: 577–587.1642048110.1111/j.1742-4658.2005.05091.xPMC1949809

[4] KramerA (1992) Purification of splicing factor SF1, a heat-stable protein that functions in the assembly of a presplicing complex. Mol Cell Biol 12: 4545–4552.140664410.1128/mcb.12.10.4545-4552.1992PMC360381

[5] KramerA, UtansU (1991) Three protein factors (SF1, SF3 and U2AF) function in pre-splicing complex formation in addition to snRNPs. Embo J 10: 1503–1509.182740910.1002/j.1460-2075.1991.tb07670.xPMC452814

[6] AbovichN, RosbashM (1997) Cross-intron bridging interactions in the yeast commitment complex are conserved in mammals. Cell 89: 403–412.915014010.1016/s0092-8674(00)80221-4

[7] BerglundJA, AbovichN, RosbashM (1998) A cooperative interaction between U2AF65 and mBBP/SF1 facilitates branchpoint region recognition. Genes Dev 12: 858–867.951251910.1101/gad.12.6.858PMC316625

[8] BerglundJA, ChuaK, AbovichN, ReedR, RosbashM (1997) The splicing factor BBP interacts specifically with the pre-mRNA branchpoint sequence UACUAAC. Cell 89: 781–787.918276610.1016/s0092-8674(00)80261-5

[9] KentOA, ReayiA, FoongL, ChilibeckKA, MacMillanAM (2003) Structuring of the 3′ splice site by U2AF65. J Biol Chem 278: 50572–50577.1450627110.1074/jbc.M307976200

[10] SelenkoP, GregorovicG, SprangersR, StierG, RhaniZ, et al (2003) Structural basis for the molecular recognition between human splicing factors U2AF65 and SF1/mBBP. Mol Cell 11: 965–976.1271888210.1016/s1097-2765(03)00115-1

[11] BoehmM, YoshimotoT, CrookMF, NallamshettyS, TrueA, et al (2002) A growth factor-dependent nuclear kinase phosphorylates p27(Kip1) and regulates cell cycle progression. Embo J 21: 3390–3401.1209374010.1093/emboj/cdf343PMC126092

[12] MaucuerA, CamonisJH, SobelA (1995) Stathmin interaction with a putative kinase and coiled-coil-forming protein domains. Proc Natl Acad Sci U S A 92: 3100–3104.772452310.1073/pnas.92.8.3100PMC42112

[13] CaldwellBD, DarlingtonDN, PenzesP, JohnsonRC, EipperBA, et al (1999) The novel kinase peptidylglycine alpha-amidating monooxygenase cytosolic interactor protein 2 interacts with the cytosolic routing determinants of the peptide processing enzyme peptidylglycine alpha-amidating monooxygenase. J Biol Chem 274: 34646–34656.1057492910.1074/jbc.274.49.34646

[14] LangenickelTH, OliveM, BoehmM, SanH, CrookMF, et al (2008) KIS protects against adverse vascular remodeling by opposing stathmin-mediated VSMC migration in mice. J Clin Invest 118: 3848–3859.1903365610.1172/JCI33206PMC2582439

[15] BiecheI, ManceauV, CurmiPA, LaurendeauI, LachkarS, et al (2003) Quantitative RT-PCR reveals a ubiquitous but preferentially neural expression of the KIS gene in rat and human. Brain Res Mol Brain Res 114: 55–64.1278239310.1016/s0169-328x(03)00132-3

[16] CambrayS, PedrazaN, RafelM, GariE, AldeaM, et al (2009) Protein kinase KIS localizes to RNA granules and enhances local translation. Mol Cell Biol 29: 726–735.1901523710.1128/MCB.01180-08PMC2630681

[17] MaucuerA, OzonS, ManceauV, GavetO, LawlerS, et al (1997) KIS is a protein kinase with an RNA recognition motif. J Biol Chem 272: 23151–23156.928731810.1074/jbc.272.37.23151

[18] ArningS, GruterP, BilbeG, KramerA (1996) Mammalian splicing factor SF1 is encoded by variant cDNAs and binds to RNA. Rna 2: 794–810.8752089PMC1369416

[19] ThomasPD, KejariwalA, CampbellMJ, MiH, DiemerK, et al (2003) PANTHER: a browsable database of gene products organized by biological function, using curated protein family and subfamily classification. Nucleic Acids Res 31: 334–341.1252001710.1093/nar/gkg115PMC165562

[20] PuriV, McQuillinA, ChoudhuryK, DattaS, PimmJ, et al (2007) Fine mapping by genetic association implicates the chromosome 1q23.3 gene UHMK1, encoding a serine/threonine protein kinase, as a novel schizophrenia susceptibility gene. Biol Psychiatry 61: 873–879.1697858710.1016/j.biopsych.2006.06.014

[21] Puri V, McQuillin A, Datta S, Choudhury K, Pimm J, et al. (2008) Confirmation of the genetic association between the U2AF homology motif (UHM) kinase 1 (UHMK1) gene and schizophrenia on chromosome 1q23.3. Eur J Hum Genet.10.1038/ejhg.2008.7618414510

[22] PowellSB, ZhouX, GeyerMA (2009) Prepulse inhibition and genetic mouse models of schizophrenia. Behav Brain Res 204: 282–294.1939793110.1016/j.bbr.2009.04.021PMC2735602

[23] ValjentE, CorbilleAG, Bertran-GonzalezJ, HerveD, GiraultJA (2006) Inhibition of ERK pathway or protein synthesis during reexposure to drugs of abuse erases previously learned place preference. Proc Natl Acad Sci U S A 103: 2932–2937.1647393910.1073/pnas.0511030103PMC1413817

[24] KielkopfCL, LuckeS, GreenMR (2004) U2AF homology motifs: protein recognition in the RRM world. Genes Dev 18: 1513–1526.1523173310.1101/gad.1206204PMC2043112

[25] ManceauV, KielkopfCL, SobelA, MaucuerA (2008) Different requirements of the kinase and UHM domains of KIS for its nuclear localization and binding to splicing factors. J Mol Biol 381: 748–762.1858890110.1016/j.jmb.2008.06.026PMC2632974

[26] GuthS, ValcarcelJ (2000) Kinetic role for mammalian SF1/BBP in spliceosome assembly and function after polypyrimidine tract recognition by U2AF. J Biol Chem 275: 38059–38066.1095470010.1074/jbc.M001483200

[27] TanackovicG, KramerA (2005) Human splicing factor SF3a, but not SF1, is essential for pre-mRNA splicing in vivo. Mol Biol Cell 16: 1366–1377.1564737110.1091/mbc.E04-11-1034PMC551499

[28] ZhuR, HeaneyJ, NadeauJH, AliS, MatinA (2010) Deficiency of splicing factor 1 suppresses the occurrence of testicular germ cell tumors. Cancer Res 70: 7264–7272.2073637110.1158/0008-5472.CAN-10-0820PMC2940986

[29] MazrouiR, PuotiA, KramerA (1999) Splicing factor SF1 from Drosophila and Caenorhabditis: presence of an N-terminal RS domain and requirement for viability. Rna 5: 1615–1631.1060627210.1017/s1355838299991872PMC1369883

[30] ShitashigeM, SatowR, HondaK, OnoM, HirohashiS, et al (2007) Increased susceptibility of Sf1(+/−) mice to azoxymethane-induced colon tumorigenesis. Cancer Sci 98: 1862–1867.1790025810.1111/j.1349-7006.2007.00629.xPMC11159411

[31] JoyceCJ (2007) In silico comparative genomic analysis of GABAA receptor transcriptional regulation. BMC Genomics 8: 203.1760390710.1186/1471-2164-8-203PMC1934366

[32] SteigerJL, RussekSJ (2004) GABAA receptors: building the bridge between subunit mRNAs, their promoters, and cognate transcription factors. Pharmacol Ther 101: 259–281.1503100210.1016/j.pharmthera.2003.12.002

[33] AlexanderR, BeggsJD (2010) Cross-talk in transcription, splicing and chromatin: who makes the first call? Biochem Soc Trans 38: 1251–1256.2086329410.1042/BST0381251

[34] RutzB, SeraphinB (2000) A dual role for BBP/ScSF1 in nuclear pre-mRNA retention and splicing. EMBO J 19: 1873–1886.1077527110.1093/emboj/19.8.1873PMC302019

[35] BetchevaET, MushirodaT, TakahashiA, KuboM, KarachanakSK, et al (2009) Case-control association study of 59 candidate genes reveals the DRD2 SNP rs6277 (C957T) as the only susceptibility factor for schizophrenia in the Bulgarian population. J Hum Genet 54: 98–107.1915880910.1038/jhg.2008.14

[36] DumaineA, MaucuerA, BarbetA, ManceauV, DeshommesJ, et al (2011) Genetic and molecular exploration of UHMK1 in schizophrenic patients. Psychiatr Genet 21: 315–318.2139956710.1097/YPG.0b013e3283458a37

[37] BristowGC, LaneTA, WalkerM, ChenL, SeiY, et al (2009) Expression of kinase interacting with stathmin (KIS, UHMK1) in human brain and lymphoblasts: Effects of schizophrenia and genotype. Brain Res 1301: 197–206.1974746410.1016/j.brainres.2009.08.090PMC2783906

[38] MeijeringE, JacobM, SarriaJC, SteinerP, HirlingH, et al (2004) Design and validation of a tool for neurite tracing and analysis in fluorescence microscopy images. Cytometry A 58: 167–176.1505797010.1002/cyto.a.20022

[39] BegouM, VolleJ, BertrandJB, BrunP, JobD, et al (2008) The stop null mice model for schizophrenia displays [corrected] cognitive and social deficits partly alleviated by neuroleptics. Neuroscience 157: 29–39.1880415010.1016/j.neuroscience.2008.07.080

[40] SpoorenW, MombereauC, MacoM, GillR, KempJA, et al (2004) Pharmacological and genetic evidence indicates that combined inhibition of NR2A and NR2B subunit containing NMDA receptors is required to disrupt prepulse inhibition. Psychopharmacology (Berl) 175: 99–105.1498592710.1007/s00213-004-1785-y

[41] FergusonRE, CarrollHP, HarrisA, MaherER, SelbyPJ, et al (2005) Housekeeping proteins: a preliminary study illustrating some limitations as useful references in protein expression studies. Proteomics 5: 566–571.1562796410.1002/pmic.200400941

[42] GozaniO, PotashkinJ, ReedR (1998) A potential role for U2AF-SAP 155 interactions in recruiting U2 snRNP to the branch site. Mol Cell Biol 18: 4752–4760.967148510.1128/mcb.18.8.4752PMC109061

How the deposited data were processed for this re-analysis (not part of the article)

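Total RNA of 12 brains of newborn female mice, 6 wildtype and 6 KIS-ko, was measured on Affymetrix Mouse Exon 1.0 ST arrays, 1 array per brain. The brains form 6 pairs of littermates, 1 pair per litter. The authors read the arrays with the Affymetrix Expression Console, normalized them by quantiles at the exon level and summarized them with the PLIER algorithm. The intensity that the authors deposited for each probeset and array is this PLIER signal on the linear scale, with no logarithm taken and no constant added. No further normalization was applied in the main setting. The paper's text does not name the genome build of the table's positions, and they are given as the table lists them. Gene names are the symbols of the table. The list of RefSeq genes of assembly GRCm38.p6 served only to match names. The symbol U2af2 stands in the table for 3 probesets on chromosome 13, and Gapdh for probesets at several places, so that neither is used as a control.

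The probesets of the main type with a gene symbol were used. The 1587 main probesets without a symbol and the 6577 probesets of other types were left out, the latter except as intron controls and in a setting with all types. Probesets with a relative standard deviation above 0.4 in either genotype were rejected, as the methods describe, which removed 15948 probesets. Of the probesets kept, 84.9% are marked in the table as matching 1 place. A gene had at most 118 probesets. No pair of arrays was identical, and the correlation of log2 values between 2 arrays lay between 0.977 and 0.990. Signal over background and the number of arrays limit the precision, and intron controls showed which probesets were dim. The medians of the wildtype arrays of litters 1 to 6 were 524, 517, 498, 483, 473 and 526, and those of the KIS-ko arrays 497, 472, 488, 517, 460 and 467.

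The pairing comes from the labels and the paper, which give each pair 1 litter. The correlation between the deviations of littermates from their genotype means was 0.272, -0.059, 0.136, -0.106, 0.473 and -0.114 in litters 1 to 6, against a mean of -0.019 between arrays of different litters (from -0.425 to 0.282).

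The paper's measure was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. For a probeset, the fold change was the mean of the 6 KIS-ko over wildtype ratios, and its relative standard deviation that of these ratios. The fold change of a gene was computed from these as the methods describe. Its confidence value was read from the methods and figure 9, where the limit for a probeset near the gene's fold change is an interpretation, and the rankings, families and clustering rest on it. Genes were tested with limma 3.58.1 in R 4.3.3 on the mean over probesets of log2(signal + 16), with the litter as a block, moderated variances and Benjamini-Hochberg adjustment at a threshold of 0.05. Single probesets were tested in the same way. Splicing indexes were tested with diffSplice of limma (Simes test and F test) in genes with at least 3 probesets. Gene sets were tested with camera, with a preset correlation of 0.01, and with fry. Single measures over the 6 litters were tested by the exact sign-flip permutation test, which cannot give a p below 0.03125. Positions were tested with 100000 random draws of genes. Families were tested with Fisher's exact test. Plots were drawn with matplotlib 3.10.9.

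The tests, the main settings, most of the alternatives and the rule for the genes named in the text were fixed before the data were examined. The rule names every gene of figures 4A, 4B and 6, the genes Uhmk1, Sf1, U2af2, Sf3b1 and Gapdh, and the genes of the sex label. Of the genes of the figures, 3 enter the totals of these lists but not the search for values far from the others, and are not reported here singly. It adds up to 10 genes of largest difference past the adjusted threshold that moved the same way in all pairs, and the 10 genes of lowest confidence value among those changed by at least 6%. Lists of marker genes for choroid plexus, meninges, endothelium, pericytes, astrocytes, oligodendrocytes, neurons, microglia and erythroid cells, for immediate early, glucocorticoid, fasting and proliferation responses, and of ribosomal proteins as a reference, were written at the same time.

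The alternatives were a fit without the litter block, pseudocounts of 1 and 64, no relative standard deviation filter or one at 0.2, dim probesets left out, arrays centred on their medians or quantile-normalized again, the median over probesets, moderation with trend and robust, the methods' t-test, other forms of the fold change, a minimum of 4 probesets, and each litter left out in turn. Chosen after the data were seen were the centred and quantile-normalized forms of the paper's measure, probesets matching 1 place only, genes by transcript cluster, all probeset types, the array median as a covariate, the methods' t-test on probesets, a splicing test with a separate variance for each probeset, and every alternative for the lists, the families and the shares of probesets.

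Each script was tested on simulated data. With the spread of the real genes and no change, limma called 0 of 17279 genes. Of 200 genes changed by 1 on the log2 scale it called 100%, with 8 calls among the other genes. The simulation of the paper's measure drew its noise separately for each probeset, apart from a litter part that cancels in the ratios. In it, 200 genes planted at a fold change of 0.9 came out at a median of 0.905. Of these genes, 105 were among the 200 of lowest confidence value. Genes planted in runs along the chromosomes gave a permutation p of 0.0005, the smallest that this simulation could give. Q-PCR, western blot, adult and behavioural data were not analysed here.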

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

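Of the tests in this part, that of the share of probesets moving the same way near Uhmk1 was planned, and the others, among them the median over probesets, the array-wide level, the neuron list, the segment around Uhmk1 and the relabellings, were chosen only after the results were seen.

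Among 115 groups of 6 values, most of them values of named genes, 3 values of 2 genes lay far from the others of their genotype, with a gap over the whole range above 0.625. Chance gives about 1 in 20 groups. The KIS-ko value of Slc6a12 in litter 5 was 8.12 on the log2 scale, where the other KIS-ko arrays lay between 8.36 and 8.44. In Gabra2, litter 5 was low in both genotypes, with 10.72 in wildtype (others 11.06 to 11.25) and 10.69 in KIS-ko (others 11.04 to 11.23). An array-wide shift is excluded as the whole cause for Gabra2 in KIS-ko, whose gap over the range was 0.707 after the median gene of each array was taken off. For Slc6a12 and wildtype Gabra2 the gaps dropped to 0.550 and 0.489, under the limit, so that the level of the array may account for part of them. Both values stayed the lowest of their group after this step. Slc6a12 was at -0.54 (others -0.39 to -0.27) and wildtype Gabra2 at 2.01 (others 2.22 to 2.43). Fewer neurons in litter 5 are excluded for Gabra2, since the neuron list deviated there by 0.023 and the other arrays lay between -0.037 and 0.042. No other biological explanation was tested.

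Genes near the targeted gene, which the paper does not report on, differed more than others. The 186 genes within 10 Mb of Uhmk1, Uhmk1 left out, had a mean absolute log2 difference of 0.11, against 0.068 for the other genes (permutation test, one-sided, p = 1e-05, the smallest that the draws can give). Within 5 Mb, 28.9% of the genes had an unadjusted p under 0.05, from 5 to 10 Mb 16.9%, from 10 to 20 Mb 12.6%, and on other chromosomes 5.87%. The array-wide level is excluded as the cause, since with the array median as a covariate the mean was 0.098 against 0.049. Strain variants under single probesets are excluded as the whole cause, because with the median over probesets the mean relative to the median gene was 0.12 against 0.067, in genes with at least 4 probesets. The planned share of probesets moving the same way, a median of 89.5% in 27 genes, excludes nothing, since these genes were picked by a low p of their means. A candidate explanation is a segment of the donor strain that stayed around the targeted gene through backcrossing, which the decline with distance fits. Chance is not excluded by the ratio of near to other genes, which was as large in 3 of 32 relabellings within litters, the real one included, while the mean of the near genes was as large in 1 of 32, the real one. An effect of KIS itself on these genes stays open and was not tested.

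Apart from the probesets of Uhmk1, 3 probesets passed the adjusted threshold of limma, and they are named after their values were seen. A probeset of Ddr2 had a log2 difference of -3.13 (standard error 0.089, adjusted p = 2.0e-05 from limma), with signals of 408 ± 48.0 in wildtype and 32.8 ± 9.05 in KIS-ko brains (SD, n = 6). A probeset of Sdhc at 173075906 to 173075942 on chromosome 1 rose by 1.04 (adjusted p = 0.0028 from limma), and a probeset of Dcaf8 at 174104126 to 174104209 differed by -0.64 (adjusted p = 0.042 from limma). All lie on the chromosome of Uhmk1, near it. With the probesets of Uhmk1 left out before adjustment 2 passed. Only the real labelling of 32 reached this count, which argues against chance at the smallest share that 32 labellings can give. Strain variants under single probesets cannot be told apart from changes of the genes themselves. The other probesets of Ddr2 had a median of -0.17 and those of Sdhc one of 0.058, but the neighbours of the Dcaf8 probeset also differed, by -0.74 to -0.47, and no sequence of the mice was used here.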

How the results depend on the processing

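Of the tests in this part, the alternatives for the lists and families, the scaled forms of the paper's measure, the array median as a covariate, the methods' t-test on probesets and the splicing test with a separate variance were chosen only after the results were seen.

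The reduction of Uhmk1 kept its direction and passed the threshold under every alternative, with log2 differences from -2.46 to -1.93, and from -2.15 to -2.07 with each litter left out. The number of genes quantified lay between 14705 and 17550. The difference near Uhmk1 and the share of probesets lower in the genes of figure 4A kept their direction. For the named genes, 1045 of the log2 differences under alternatives had the direction of the main setting and 35, in 12 genes, did not. Of the fold changes, 38 values in 12 genes lay on the other side of 1 from the main setting, 2 of them in genes changed by at least 6%; apart from these 2, 1198 values moved by less than the spread between pairs and 13 by more. Probesets near the signal of the intron controls limit the values of dim genes such as Gabra6 and the Y-linked ones. For every change below, the cause was not tested.

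limma called 1 gene. It called 2 with a pseudocount of 64, 2 without the relative standard deviation filter, 5 with it at 0.2 and 2 with trend and robust. With each litter left out it called from 1 to 4, with 4 without litter 1 and 2 without litter 3. Uhmk1 was among them each time. The others, named after their values were seen, were Gas5 with a pseudocount of 64, with trend and robust and without litter 1, Fcgr3 without the filter, Adamts4, Ifi202b, Olfr1202 and Olfr981 with it at 0.2, Olfr618 and Olfr981 without litter 1 and Ifi204 without litter 3. Of these, at least Gas5, Adamts4 and Ifi202b lie on chromosome 1 within 10 Mb of Uhmk1, where genes differed more than elsewhere. Of the 10 probesets called, the count became 26 without the replicate block, 23 with a pseudocount of 64, 19 with the filter at 0.2, 19 with dim probesets left out, 16 after centring on array medians, 91 with trend and robust and 0 by the methods' t-test, and from 9 to 15 with each litter left out. Without the block the splicing test with a separate variance called 15 genes in place of 2.

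The splicing count of 290 became 471 and 167 with pseudocounts of 1 and 64, 588 without the filter, 116 with it at 0.2, 159 with dim probesets left out, 470 after a new quantile normalization, 166 with the array median as a covariate, 61 by the F test and 2 by the test of each probeset with its own variance. With each litter left out it lay between 110 and 2384, the latter without litter 4; it was 162 without litter 1, 145 without litter 2, 149 without litter 3 and 110 without litter 6.

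For all cys-loop subunits the median log2 difference changed sign after centring on array medians, to 0.023, and after a new quantile normalization, to 2.7e-05. For the subunits of figure 4B, the set test no longer passed with the array median as a covariate (median -0.019). The number of lists past the threshold, 1 in the main setting, was 0 with a pseudocount of 1, with the filter at 0.2, with dim probesets left out and with the median over probesets. It was 2 after either scaling of the arrays, and between 0 and 2 with each litter left out, with 0 without litters 1 or 6 and 2 without litter 5.

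The share of genes changed by at least 6% lay between 19.3% and 44.2% with each litter left out, the latter without litter 4. Of the first 30 genes, 26 were lower in the main setting, and 2 after centring, 7 after a new quantile normalization, and 4 and 13 after these with geometric means. With each litter left out it was from 16 to 30, with 16 without litter 6. The 3 families became 0 after centring, 0 with geometric means and centring, 1 after a new quantile normalization, and between 0 and 4 with each litter left out, with 1 without litter 2 and 0 without litters 4 or 6. Pairs of genes within 1 Mb numbered 24, fewer than the mean of random sets, where neighbouring genes were more.

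Single genes changed sign as follows. Centring gave 0.0064 for Gabra2, 0.0042 for Gabra5, 0.027 for Gabrg3, 0.017 for Glra2, 0.0092 for Sf3b1, 0.011 for Gapdh and 0.013 for Ddx3y, and a new quantile normalization 0.0053 for Gabrg3. The array median as a covariate gave 0.0043 for Gabra2, 0.015 for Gabra5, -0.012 for Gabra6, 0.014 for Gabrg3, 0.052 for Glra1, 0.040 for Glra2 and -0.029 for Glra4. The median over probesets gave -0.15 for Gabra6 and 0.017 for Ddx3y. Without the filter, Glra4 was -0.073 and Eif2s3y 0.026, and with it at 0.2 they were -0.075 and 0.018. With dim probesets left out Glra4 was -0.056, and Sf1 was -0.00027 with a pseudocount of 64. With each litter left out, Gabra6 lay between -0.011 and 0.053, Gabrg3 between -0.052 and 0.0051, Glra4 between -0.12 and 0.0052 and Sf1 between -0.027 and 0.030. Fold changes above 1 arose without the filter for Glrb (2.02) and Gabre (1.73). The paper's measure gave no value for Gabra6 with the filter at 0.2, where no probeset was left.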

Differences from the paper's values

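All tests in this part were planned, except the splicing test with a separate variance, the scaled forms of the paper's measure and the clusters of probesets, which were chosen only after the results were seen.

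For Gabra6 the recomputed fold change was 1.08 ± 0.131 (SD, n = 6), and the paper's value is about 0.96 in Fig. 4B, read by eye. Both lie within the spread between pairs but on different sides of 1. Of the alternatives set before the data were examined, none with a value came below 1, and the lowest was 1.01 with the ratio of the group means. For Glra4 the recomputed value was 1.06 ± 0.175 (SD, n = 6), and the paper's is about 0.89 in Fig. 4B, read by eye. It lay below 1 with the relative standard deviation filter at 0.2, with dim probesets left out (0.985), with the ratio of the group means (0.999), without litter 1 (0.951) and without litter 4 (0.994). The other alternatives set before the data were examined, and the added ones, left it above 1. All 45 figure values compared were within the spread between pairs, and 43 of them, all but those of Gabra6 and Glra4, were on the same side of 1, with a median absolute difference of 0.013 and a largest one of 0.167.

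The paper lists the genes of figure 4A as the most changed ones of highest confidence. Of these genes, 12 were in the recomputed first 30 and 18 were not. With the population SD 13 were, and the other settings gave between 3 and 12. The paper marks more cys-loop subunits in that list than the 2 that the recomputed first 30 held, and the other settings gave at most 2. The paper gives 28 lower genes there, and 26 were lower in the recomputed list; with the ratio of the group means, without weights and without litter 3 it was 28.

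The paper states that no splicing changes were seen. The Simes test called 290 genes, the F test 61, and the test of each probeset with its own variance, chosen after the values were seen, 2, or 0 on probesets matching 1 place only. The paper states that no clustering of other affected genes was observed. Neighbouring pairs among the 200 genes of lowest confidence value had a permutation p of 0.028, and pairs within 1 Mb, a setting planned as the alternative, 0.937. Leaving out genes within 20 Mb of Uhmk1 gave 0.068 for neighbouring pairs.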

Other observations

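Of the tests in this part, those of chance for the limma count, the first 30 genes and the share of changed genes, of the number of probesets and of the cell and state lists were planned, and the others were chosen only after the results were seen, among them the settings behind the array-wide level and cross-hybridization on the first 30 genes.

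On the log2 scale 69.8% of the genes were lower in KIS-ko brains, and 37.7% after centring on the array medians, while of the genes changed by at least 6% by the paper's measure 1528 of 4558 were lower. The array-wide signal level cannot be told apart from a change of many genes, since the KIS-ko array also had the lower median in 5 of 6 litters. After centring on the array medians 2 of the first 30 genes were lower. That count does not settle the matter, since centred arrays with labels turned within litters also gave mostly low counts, such as 0 with litter 4 turned. For the 28 lower genes of figure 4A the mean relative to the median gene was -0.15 ± 0.084 (SD, n = 6), lower in 6 of 6 litters. An equal shift of all genes does not give such a difference. The study chose these genes on the same arrays, however, which favours a difference in this direction whatever the cause. How much of the difference comes from that choice was not tested, so that the level together with this choice is not excluded. Cross-hybridization is excluded as the whole cause of the lower values, because 26 of the first 30 genes were lower on probesets matching 1 place only. The number of probesets per gene fits as an influence on which genes have a low confidence value, with a median of 18 in the 200 lowest; in relabelled arrays this median lay between 9 and 19.

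Litter 4 went against the other litters. Swapped genotype labels are excluded, since the difference of Uhmk1 was -2.05 in this litter. The level of the arrays cannot be told apart from a difference of the pups, as the 28 genes differed by -0.016 from the median gene there and a single litter gives no spread. With the labels of litter 4 turned, limma called 152 genes, 139 of them lower.

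Chance was tested by turning the labels within litters, which makes 32 relabellings with the real one. It is not excluded for the number of genes called by limma (2 of 32 reached it), nor for a first 30 as one-sided as the real one (26) or the share of genes changed by at least 6% (10). Chance is likewise not excluded for the count of the Simes test of splicing indexes (6), the set of all cys-loop subunits (25), the subunits of figure 4B (4), the number of families past the threshold (3) or the number of lists past it (19). The number of cys-loop subunits among the 80 genes of the recomputed ranking was reached by the real labelling alone (1). That is the smallest share that 32 labellings can give, in 1 of many such counts, so that chance is not excluded here either. For the subunits among the 200 genes of lowest confidence value 3 labellings reached the count, and turning litter 3 gave 5. After centring on the array medians 1 subunit was left among the 80. The splicing test with a separate variance was reached by the real labelling alone (1), but its calls include Uhmk1, and the F test by 5. Of 100 splits drawn without regard to litter, the real one included, 7 had at least 1 gene called.

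The Simes count may come in part from probesets of unequal spread within a gene, since unchanged simulated arrays with the SDs of the real probesets gave 438 calls. The real arrays with labels turned hold the same probesets, yet only 6 of 32 labellings, the real one included, reached the count. Over the relabellings it ran from 2 to 3518, so that most labellings of the real arrays did not match the simulated count. Of the 290 genes called, 33 lie within 20 Mb of Uhmk1, as do 267 of the 15572 tested, and so do 10 of the 20 genes of lowest p. A real change in part of them stays open.

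Of the 14 lists, 12 had a negative median log2 difference, and 1 passed the adjusted threshold by camera, that of astrocytes and radial glia (13 of 13 genes lower, median -0.086, adjusted p = 0.0442 from limma). It did not pass by fry (adjusted p = 0.669) or with an estimated correlation (p = 0.272), and its abundant genes Fabp7, Slc1a3 and Aldoc differed by -0.047, -0.091 and -0.12. Fewer meningeal, choroid plexus or vascular cells cannot be told apart from other causes of the lower values, since none of these lists passed and few of the choroid plexus and pericyte genes are above background. The meningeal list had an adjusted p of 0.339 (12 of 14 genes lower, median -0.087), that of endothelium 0.720 (median -0.063) and that of pericytes 0.95 (median -0.017). Fewer choroid plexus cells cannot be told apart for the genes of figure 4A either, since few of the list's genes are above background and the abundant ones went both ways. The choroid plexus list differed by 0.0038 ± 0.071 (SD, n = 6) from the median gene, and of its abundant genes Ttr differed by -0.0019, Otx2 by 0.024 and Enpp2 by -0.12 (standard error 0.067, lower in 5 of 6 litters). Relative to the median gene, the lists of endothelium and pericytes differed by -0.0025 and -8.9e-04 and the meningeal list by -0.029. The choroid list had a negative median and mean (-0.011 and -0.033) and an upward camera direction (adjusted p = 0.95).

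A feeding or stress state cannot be told apart either, with a lowest adjusted p of 0.113 for the immediate early genes (median 0.018). The fasting list had a median of -0.038 (adjusted p = 0.720). The glucocorticoid list had -0.033, with an upward camera direction (adjusted p = 0.913). Medians of the other lists were -0.10 for proliferation (adjusted p = 0.062), -0.047 for oligodendrocytes (0.720), -0.051 for neurons (0.524), -0.035 for ribosomal proteins (0.720) and 0.024 for erythroid cells (0.262). Microglia had -0.019 with an upward camera direction (0.720). Fry called 0 of the lists. Above background were 3 of 12 choroid plexus genes, 8 of 14 meningeal, 7 of 15 endothelial, 3 of 8 pericyte, 10 of 13 astrocyte, 5 of 10 oligodendrocyte, 11 of 11 neuron and 2 of 11 microglia genes, and no list gene is in another list or in the figures.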
